# Reduced sphingolipid biosynthesis modulates proteostasis networks to enhance longevity

**DOI:** 10.18632/aging.204485

**Published:** 2023-01-14

**Authors:** Nathaniel L. Hepowit, Eric Blalock, Sangderk Lee, Kimberly M. Bretland, Jason A. MacGurn, Robert C. Dickson

**Keywords:** longevity, ubiquitin, proteostasis, amino acid transport, sphingolipid

## Abstract

As the elderly population increases, chronic, age-associated diseases are challenging healthcare systems around the world. Nutrient limitation is well known to slow the aging process and improve health. Regrettably, practicing nutrient restriction to improve health is unachievable for most people. Alternatively, pharmacological strategies are being pursued including myriocin which increases lifespan in budding yeast. Myriocin impairs sphingolipid synthesis, resulting in lowered amino acid pools which promote entry into a quiescent, long-lived state. Here we present transcriptomic data during the first 6 hours of drug treatment that improves our mechanistic understanding of the cellular response to myriocin and reveals a new role for ubiquitin in longevity. Previously we found that the methionine transporter Mup1 traffics to the plasma membrane normally in myriocin-treated cells but is not active and undergoes endocytic clearance. We now show that *UBI4*, a gene encoding stressed-induced ubiquitin, is vital for myriocin-enhanced lifespan. Furthermore, we show that Mup1 fused to a deubiquitinase domain impairs myriocin-enhanced longevity. Broader effects of myriocin treatment on ubiquitination are indicated by our finding of a significant increase in K63-linked ubiquitin polymers following myriocin treatment. Although proteostasis is broadly accepted as a pillar of aging, our finding that ubiquitination of an amino acid transporter promotes longevity in myriocin-treated cells is novel. Addressing the role of ubiquitination/deubiquitination in longevity has the potential to reveal new strategies and targets for promoting healthy aging.

## INTRODUCTION

Aging is widely accepted as a major risk factor for many chronic diseases and resultant physiological decline leading to mortality [1]. Research on many fronts is revealing potential ways to postpone age-related decline, maintain normal physiological function longer and improve healthspan. Some of the most promising research seeks to limit nutrient intake or increase daily fasting time as a means to improve healthspan in humans [2–4]. Still, these strategies will be difficult for most humans to adhere to in order to gain health benefits. Pharmacological agents offer a potential way to obtain the beneficial effects of nutrient limitation, but such compounds have yet to be identified although progress is encouraging [1, 5, 6].

We have identified a potential pharmacological agent, the natural product myriocin (Myr, ISP-1), that increases chronological lifespan in budding yeasts (*Saccharomyces cerevisiae*) by more than two-fold [7]. Myr works, at least in part, by reducing the free pool of most amino acids similar to what amino acid restriction does [5, 8, 9]. Our interest in Myr stems from its target enzyme serine palmitoyltransferase (SPT), catalyzing the first and rate limiting step in sphingolipid biosynthesis in all eukaryotes [10–12]. In addition, Myr was first identified in a search for antibiotics [13] and anti-inflammatory drugs [14]. More recently, it has shown beneficial effects in treating age-associated diseases including diabetes, cancers, neurological and cardiovascular disorders [15–20] and other diseases including muscular dystrophies, cystic fibrosis and retinopathy [21–23].

Sphingolipids serve as both structural components of cellular membranes and as signal or regulatory molecules influencing many physiological processes, particularly in mammals [15, 24–26]. Because most de novo lipid biosynthesis begins in the endoplasmic reticulum and continues in the Golgi Apparatus before the terminal products are distributed to cellular membranes, Myr treatment has the potential to diminish or enhance a variety of processes. Our recent studies identified diminished processes that may foster longer lifespan: newly synthesized Mup1, the major high-affinity methionine (Met) transporter, trafficked normally to the plasma membrane (PM) but was inactive in drug-treated cells resulting in reduced Met uptake, starting after about 2 h of drug treatment, as the fraction of active Mup1 was diluted by cell growth and division. Moreover, Myr promoted endocytic clearance of Mup1, indicating that altered sphingolipid levels trigger remodeling of nutrient transporter composition at the PM [7]. Thus, post-translational effects are vital to Myr-induced down-sizing of amino acid pools.

Previously we found that Myr treatment had large, global effects on transcription after 6–7 cell doublings [27]. In the present work, we examined mRNA levels during the initial stages of Myr treatment to construct an overview of transcriptional changes with the aim of identifying how long it takes cells to respond to drug treatment and to identify novel factors critical for Myr-enhanced lifespan. We find that transcription is strongly up-regulated starting after 4 h of Myr treatment when cells progress through a second cell division cycle. In addition, transcript data suggested a novel role for ubiquitin in lifespan and targeted studies identified ubiquitination of Mup1 as essential for Myr-enhanced longevity. Our transcriptomics data provide a valuable resource to better understand how myriocin treatment enhances longevity.

## RESULTS

### Four hours of myriocin treatment induce robust transcriptional changes

To examine transcriptional changes induced by Myr treatment, we diluted stationary phase prototrophic BY4741 cells (50–60% of cells synchronized for first two cell cycles over a 6 h time frame [7]) into fresh culture medium (Time 0), with and without Myr treatment. Samples for analysis of mRNA abundance by RNA seq were taken at 1 h intervals over a 6 h time course (Figure 1A). 

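RNA-seq was done on 42 samples of prototrophic BY4741 cells, 3 in each of 14 groups: vehicle or myriocin (Myr) at each of 7 hours from 0 to 6 h. Myr, which inhibits the first enzyme of sphingolipid synthesis, was present at 700 ng/ml in 0.3% ethanol, and the vehicle was 0.3% ethanol alone. The paper states that all hours of a replicate came from a single flask. The deposited columns give the treatment, the hour and a culture letter but no replicate number, so hours of one flask could not be joined and each library was taken as 1 replicate of its group. Synthetic spike-in RNAs were added, mix 1 to the vehicle samples and mix 2 to the Myr samples. The authors made paired-end TruSeq Stranded mRNA libraries, trimmed the reads with Trimmomatic 0.36, assigned them with Salmon 0.8.2 to the yeast R64 transcriptome and the spike-ins, and deposited TPM, transcripts per 1000000, in a table of 6198 genes and spike-ins, 92 of them spike-ins. Of the gene identifiers, 6103 were matched to names and positions in the R64 annotation. TPM of each library add to 1000000, so the depth of each library is unknown and every value is a share of its library. Libraries of a group correlated with each other across genes at Pearson's r between 0.972 and 0.996.
The share of short transcripts differed between the treatments. Genes with a coding length under 400 nt, some of which encode ribosomal proteins, held 46.2% of TPM in the vehicle libraries of 1 to 6 h and 41.9% in the Myr libraries. RPL41A and RPL41B, a pair of near-identical genes for the smallest ribosomal protein, held 7.50% and 3.90%. RPL41A was above 70000 TPM in 4 libraries, all vehicle: 3 h libraries A and B, 4 h library B and 5 h library A. Over 1 to 6 h, the median log2 fold change of Myr to vehicle over all genes was 0.18. It was 0.01 after each library was centred on its median ratio to the mean library (median centring) and 0.75 after spike-in scaling, in which each library is scaled so that its spike-ins keep the level they have at 0 h of the same treatment. Counts after median centring are therefore given beside many of those on TPM as deposited.
Tests were made with limma on log2(TPM + 1) for the 5983 genes with a mean of at least 1 TPM over the 36 libraries of 1 to 6 h, so a fold change understates that of genes near 1 TPM. Time, drug and interaction effects were called at the study's cutoff of p of 0.01 or less. The drug effect at each hour was called at a Benjamini-Hochberg adjusted p under 0.05. Gene lists and the rule for the genes named were fixed before the data were examined, and a list's position among all genes was tested with limma's camera.

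**Figure D1:**
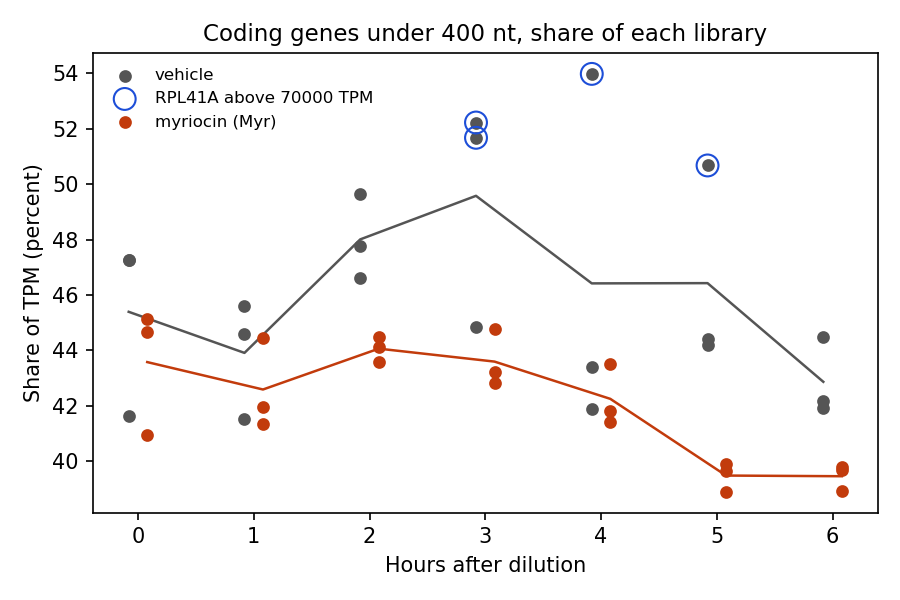
Share of TPM held by genes with a coding length under 400 nt (percent, y axis) at each hour after dilution (x axis), 1 point per library, with vehicle and Myr libraries in separate colours and lines through the means of 3 libraries. The 4 vehicle libraries with RPL41A above 70000 TPM are ringed.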

The normalized RNA seq data for the time course contained transcripts, expressed as transcripts per million (TPM), mapped to 6198 genes, 5169 of which were uniquely annotated and of sufficient signal intensity for subsequent analysis (Supplementary Table 1, Filter tab). Filtered data were analyzed by two-way ANOVA with a statistical cutoff of *p* = ≤ 0.01 to give a set of 4964 significant genes (Figure 1B). These were further sorted into drug (D), time (T), both time and drug (T&D) and Interactions (I) (Figure 1B, Euhler diagram), and assigned a *p*-value. 

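INO1, which encodes the inositol 3-phosphate synthase of inositol and phospholipid synthesis, was higher in Myr-treated than in vehicle-treated cells by 1.67 on the log2 scale, averaged over 1 to 6 h (SE 0.06, adjusted p = 1.5e-19 from limma). SPI1, a gene for a cell wall protein made under stress, was higher by 1.39 (SE 0.05). PHO12, which encodes an acid phosphatase and may share reads with its close copy PHO11, had a log2 fold change of -1.84 (SE 0.04). These genes also had time and interaction effects. Here and below, SE and p of drug effects averaged over hours take the hours of a flask as independent, so they may be too small. Whole flasks, 3 against 3, allow 10 splits.
Of the 5983 genes, 5691 had at least 1 of the 3 effects. Time alone was found for 1204 genes and drug alone for 466. Time and drug without an interaction were found for 2666 genes, of which 2477 were higher with Myr and 189 lower. An interaction was found for 1355 genes, among them 1032 with all 3 effects. A drug effect of any kind was found for 4195 genes, 3857 higher and 338 lower (91.9% higher). After median centring it was found for 1510 higher and 1150 lower (56.8% higher). Without the vehicle 4 h library B, the interaction was found for 2410 genes.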

Genes found to be significant in any of these three categories are referred to as differentially expressed (DEG).

**Figure 1:**
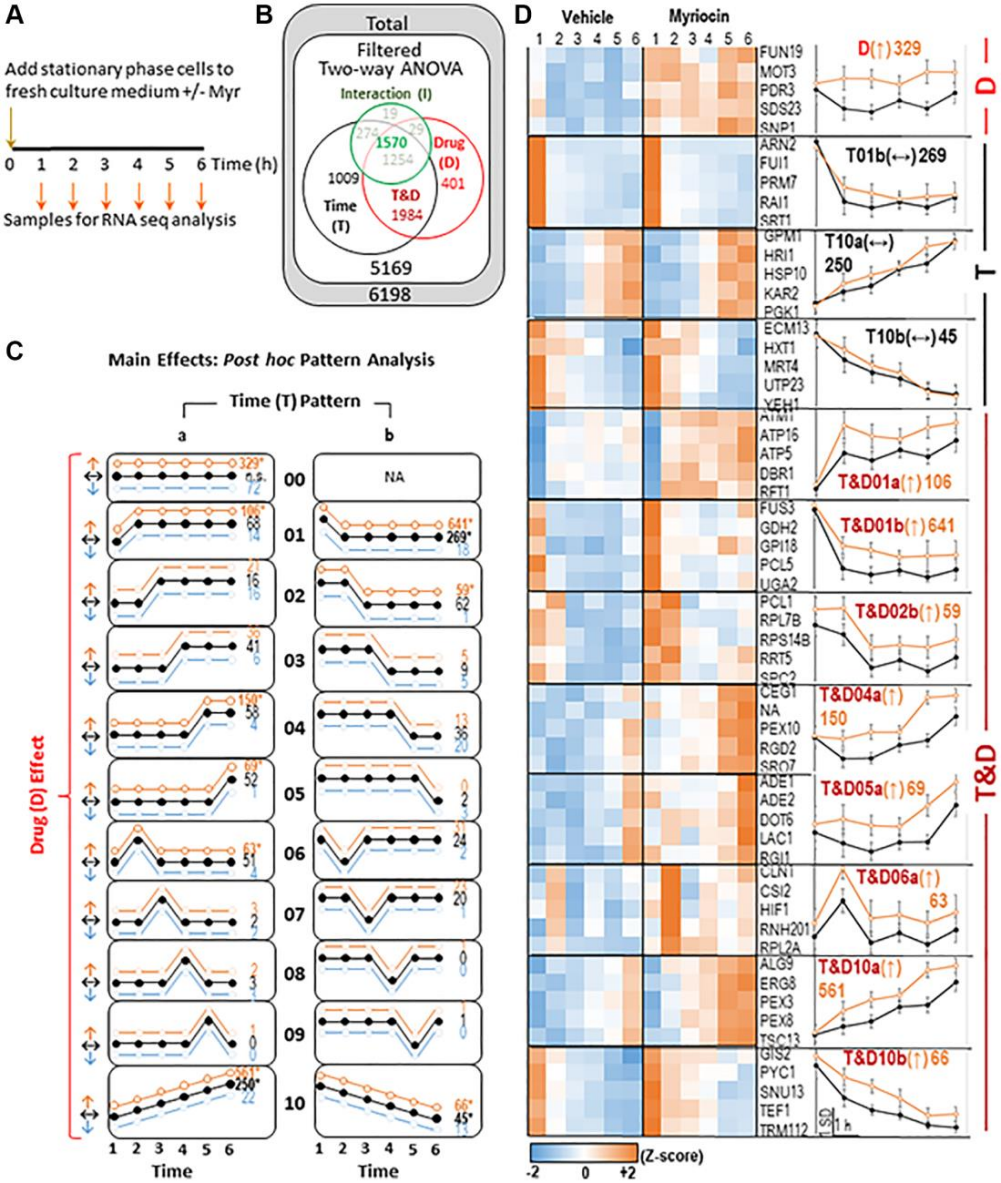
**Summary of transcriptomics data.** (**A**) Experimental Design- samples were taken every hour as indicated from vehicle (Veh) and myriocin (Myr) treated cultures. RNA was isolated and mRNA was quantified using RNA-seq. (**B**) Differentially expressed genes (DEGs)-RNA-seq data were filtered to include well-annotated genes with sufficient signal intensity prior to statistical analysis. Two-way ANOVA (Time: 6 time points; Drug: two conditions- Veh and Myr) was applied. The ANOVA test produces 3 *p*-values for each gene, one for the main effect of time (T- black circle), one for the main effect of drug (D- red circle), and one for the ‘Interaction’ between Time and Drug (I- green circle; analyzed separately- see Figure 2). DEGs (*p* ≤ 0.01 on at least one of the three *p*-values) are shown. Because each DEG could be significant by 1-3 ANOVA *p*-values, data are displayed in a Euler diagram to indicate overlap. (**C**) For DEGs significant by Time (T), Drug (D), or both (T&D), *post hoc* analysis categorized each DEG into one of 11 different temporal patterns (00- no temporal effect; 01 and 05- changed at the first or last time point; 02–04- plateaus at intermediate time points; 06–09- spikes at intermediate time points; 10- linear change with time; for each temporal pattern other than ’00’, a gene could be assigned to one of two horizontal reflections- ‘a’ or ‘b’), and within each temporal pattern, one of three drug effects (increased by Myr- ↑ orange, decreased by Myr- ↓ blue, not changed by Myr- ↔ black) was defined. Numbers of genes assigned to each pattern are included on the right side of each pattern diagram (^*^ significantly more DEGs than expected by chance; *p* ≤ 0.01, binomial test). (**D**) Results for each asterisked pattern from C are shown. On the left, heatmaps of standardized average signal at each time point for vehicle and myriocin groups for 5 representative DEGs are shown. On the right, the graphed standardized averages (± SD) for all genes assigned to each pattern are shown (scale bar at bottom). Pattern names are given by the Euler diagram region, then the temporal pattern # and ‘a’ or ‘b’ designation, followed by drug effect (in parentheses) and the number of genes assigned. All data for the 5169 RNA seq transcripts that passed filtering metrics are shown in Supplementary Table 1 along with the two-way ANOVA analysis results which can be used to sort for genes in each sector of the Euler diagram.

DEGs that change up or down over time were identified by using a ‘template assignment tool’ (MATERIALS AND METHODS, example in Figure 2A, center panel). 

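TSC13, which encodes an enzyme of very long chain fatty acid elongation, and ATM1, a mitochondrial transporter gene, each followed a template closely. TSC13 matched the straight rise from 1 to 6 h with Pearson's R of 0.967 and ATM1 the step up after 1 h with R of 0.974. Averaged over the hours, TSC13 was higher with Myr by 0.28 on the log2 scale (SE 0.04) and ATM1 by 0.30 (SE 0.05). CLN1, a G1 cyclin gene, came closest to a spike at 2 h with R of 0.758, and ADE2, of purine synthesis, to a rise at 6 h with R of 0.834. Both lie under the minimum R of 0.85, which the paper's methods also set, although CLN1 was higher with Myr by 0.36 (SE 0.06) and ADE2 by 0.35 (SE 0.06).
Templates were fitted to the 6 hourly means of log2(TPM + 1). Of 3870 genes with a time effect and no interaction, 3082 (79.6%) reached the minimum R. Of the 1355 interaction genes, 829 reached it in both treatments, and without the vehicle 4 h library B 1330 of a larger set did. With no minimum R every one of these genes receives a template.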

Most DEGs (99.86%) were assigned to a template. For DEGs significant by Time (T), Drug (D), or both (T&D), *post hoc* analysis categorized each DEG into one of 11 different temporal patterns plus one with no temporal effect (Figure 1C, Supplementary Table 1 - Pattern Graph tab can be used to plot the pattern of any gene). Within each temporal pattern (other than ’00’) a gene was placed in one of two horizontal reflections (Figure 1C, columns ‘a’ or ‘b’). Three types of Drug effects are shown in each pattern (Figure 1C, Y-axis: light blue, black or orange curves) along with the number of genes in each category (see Legend for Figure 1C for more details). These 11 patterns explained the majority (77%) of all DEGs. 

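Genes that fell with time and were higher with Myr for the most part dropped after 1 h or fell steadily. A drop after 1 h (T&D01b(↑)) was followed by 508 genes, among them FUS3, a mating kinase gene, which was higher with Myr by 0.38 on the log2 scale averaged over the hours (SE 0.05), and UGA2, of gamma-aminobutyrate degradation, which was higher by 0.63 (SE 0.05). A steady fall (T&D10b(↑)) was followed by 218 genes, among them TEF1, which encodes translation elongation factor EF-1 alpha and has a near-identical copy, with a difference of 0.29 (SE 0.05). A drop after 2 h (T&D02b(↑)) was followed by 56 genes, among them the ribosomal protein genes RPS14B, at 0.31 (SE 0.04), and RPL7B, at 0.25 (SE 0.04). A spike at 2 h (T&D06a(↑)) was followed by 19. After median centring, added after the data were seen, these patterns held 96, 127, 17 and 8 genes, so that the steady fall held more than the drop after 1 h.
When templates were fitted to TPM instead of log2(TPM + 1), T&D10b(↑) held 75 genes. Without the vehicle 4 h library B, T&D02b(↑) held 31 and T&D06a(↑) 12. T&D02b(↑) held 35 without the vehicle 3 h library B, and T&D06a(↑) 12 without the vehicle 1 h library A.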

Results of DEGs in significantly enriched patterns are shown as a heatmap and a graph for Vehicle and Myriocin treatments (Figure 1D, see Legend for details and pattern labels). A graph of any gene transcript across the 1–6 h time-frame can be plotted using the Graph Reporter tab in Supplementary Table 1. The most significant GO terms enriched in these patterns are shown in Table 1 and a complete list of genes in each GO term is presented in Supplementary Table 2 (Webgestalt patterns combined tab). These GO terms primarily represent major processes, cellular compartments or molecular functions needed to drive cell growth and division such as chromatin organization, transcription regulation, mitotic cell cycle and biochemical pathways.

**Figure 2:**
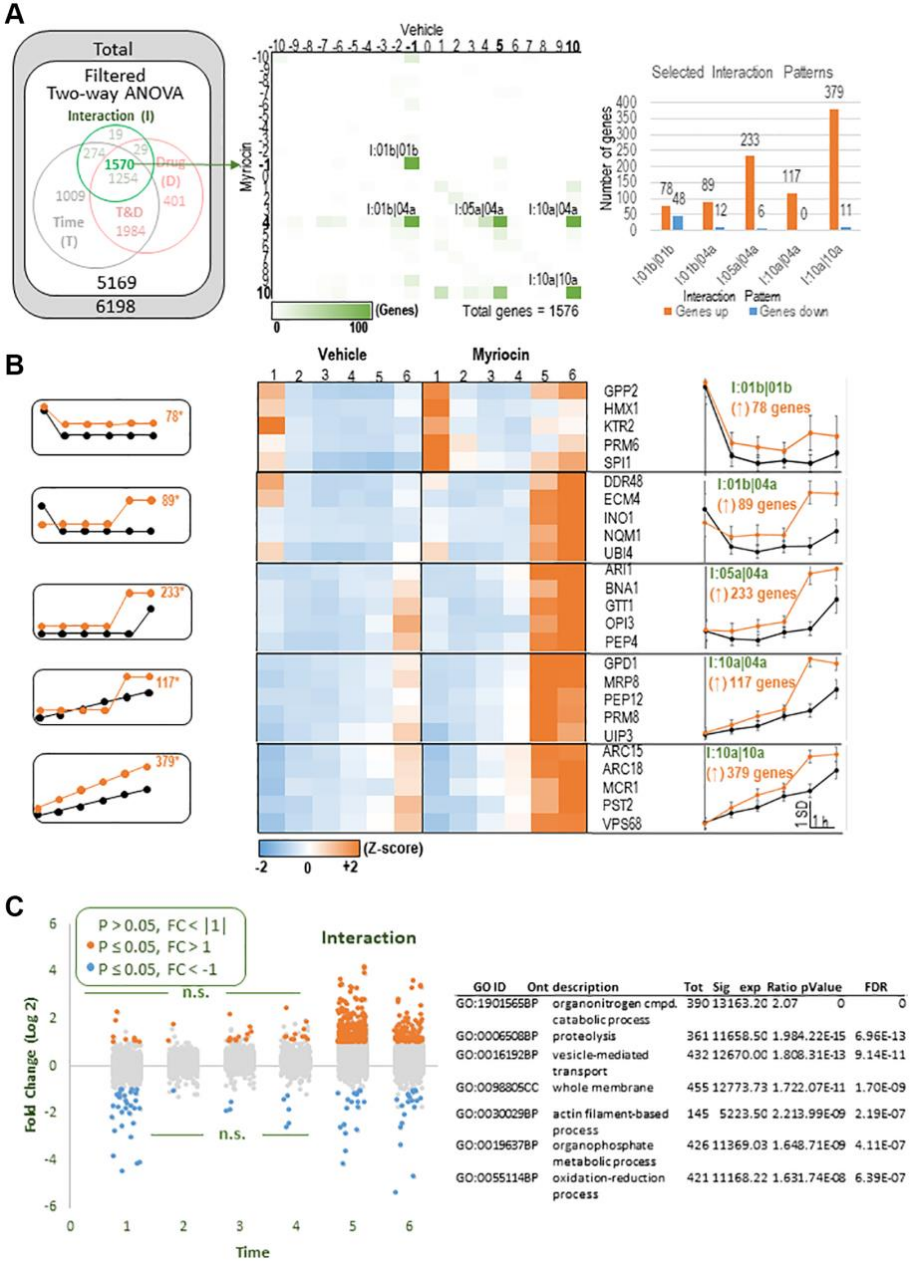
**Detailed analysis of the Interaction group.** (**A**) Left: Euler diagram of significant genes (also in Figure 1), focusing on the 1576 DEGs rated significant by the two-way ANOVA ‘interaction’ term. Center: A grid of all possible temporal patterns of expression for Vehicle samples (horizontal) and Myriocin samples (vertical) was used to count the number of Interaction DEGs assigned to each pattern. Results are shown as a heatmap with green highlighting. There are five patterns of interest (labels indicated) that each showed >100 DEGs (total results for this grid are available in Supplementary Table 1, tab called ‘I Intersections’). Right: The number of interaction-significant DEGs within each of these five patterns of interest are graphed according to whether Myr increased (orange) or decreased (blue) expression levels compared to vehicle-treated samples. Myr’s effect was predominantly to increase expression. (**B**) Left: Templates of expression for the five Myr-increased patterns of interest. Center: Heatmaps showing signal intensities for representative genes within each statistically identified pattern. Right: average Z-scored expression levels for all genes assigned to each selected pattern (functional overrepresentation analysis results for these patterns are presented in Table 2). (**C**) Left: The analysis of interaction-significant DEGs, particularly in 2B, suggested a simplified and more general trend among the genes found to be significant by the two-way ANOVA’s Interaction term. That is, Myr treatment appeared to increase expression at time points 5 and 6 regardless of the temporal pattern of expression. To test this, we plotted the log 2-fold changes of Myr treatment/vehicle treatment at each time point, and color-coded those results if they were significantly (*p* ≤ 0.05, pairwise Fisher’s LSD) downregulated (blue) or upregulated (orange). As expected, the predominant effect was upregulation at time points 5 and 6. Right: Functional overrepresentation analysis. Columns- Tot: total number of genes in the dataset assigned to GO term; Sig: number of total genes that were significant and were assigned to the indicated pattern of expression; Exp: number of genes expected to be found in that pathway for that pattern of expression by chance; Ratio: Sig/Exp; *p*-value: overrepresentation analysis ([46]); FDR: multiple testing adjusted ORA *p*-alue according the BH procedure ([47]; Note- complete list of all pathways, and the genes assigned to them, is provided in Supplementary Table 2, Webgestalt patterns combined tab).

**Table 1:** Gene ontology overrepresentation analysis (Webgestalt) for the interaction group of the Euler diagram.

**Pattern**	**GO ID**	**Ont**	**Description**	**Tot**	**Sig**	**exp**	**Ratio**	***p*-value**	**FDR**
D(↑)	GO:0006325	BP	chromatin organization	343	50	22.26	2.25	2.12E-08	6.99E-06
	GO:0044427	CC	chromosomal part	470	56	30.50	1.84	3.04E-06	2.92E-04
	GO:0051172	BP	negative regulation of nitrogen compound metabolic process	436	53	28.30	1.87	3.20E-06	2.92E-04
	GO:0140110	MF	transcription regulator activity	261	37	16.94	2.18	3.54E-06	2.92E-04
	GO:0010629	BP	negative regulation of gene expression	431	52	27.97	1.86	5.04E-06	3.33E-04
	GO:0006357	BP	regulation of transcription by RNA polymerase II	453	53	29.40	1.80	1.01E-05	4.77E-04
T&D01a(↑)	GO:0000278	BP	mitotic cell cycle	388	29	8.24	3.52	7.68E-10	1.27E-07
	GO:0048285	BP	organelle fission	283	24	6.01	4.00	2.55E-09	2.80E-07
	GO:0007010	BP	cytoskeleton organization	273	21	5.79	3.62	1.67E-07	1.10E-05
	GO:0000003	BP	reproduction	474	28	10.06	2.78	2.94E-07	1.62E-05
	GO:0016817	MF	hydrolase activity, acting on acid anhydrides	424	25	9.00	2.78	1.57E-06	5.75E-05
	GO:0044427	CC	chromosomal part	470	26	9.98	2.61	3.10E-06	1.02E-04
T01b(↔)	GO:0022613	BP	ribonucleoprotein complex biogenesis	494	50	25.30	1.98	1.14E-06	3.04E-04
	GO:0005730	CC	nucleolus	283	34	14.50	2.35	1.84E-06	3.04E-04
	GO:0034660	BP	ncRNA metabolic process	493	45	25.25	1.78	6.37E-05	0.00701
	GO:0032259	BP	methylation	161	20	8.25	2.43	1.77E-04	0.014594
	GO:0140098	MF	catalytic activity, acting on RNA	245	25	12.55	1.99	6.42E-04	0.037068
	GO:0016071	BP	mRNA metabolic process	311	29	15.93	1.82	0.001047	0.043178
T&D01b(↑)	GO:0022613	BP	ribonucleoprotein complex biogenesis	494	221	62.91	3.51	<1E-16	<1E-16
	GO:0034660	BP	ncRNA metabolic process	493	215	62.78	3.42	<1E-16	<1E-16
	GO:0005654	CC	nucleoplasm	365	111	46.48	2.39	<1E-16	<1E-16
	GO:0005730	CC	nucleolus	283	161	36.04	4.47	<1E-16	<1E-16
	GO:0140098	MF	catalytic activity, acting on RNA	245	99	31.20	3.17	<1E-16	<1E-16
	GO:0032259	BP	methylation	161	68	20.50	3.32	<1E-16	<1E-16
T&D02b(↑): N.S.									
T&D04a(↑)	GO:0098798	CC	mitochondrial protein complex	204	17	6.12	2.78	1.08E-04	0.035628
	GO:0005759	CC	mitochondrial matrix	237	18	7.11	2.53	2.20E-04	0.036326
T&D05a(↑): N.S.									
T&D06a (↑)	GO:0044445	CC	cytosolic part	209	13	2.64	4.92	1.39E-06	4.59E-04
	GO:0005856	CC	cytoskeleton	255	12	3.23	3.72	6.39E-05	0.007031
	GO:0044427	CC	chromosomal part	470	16	5.95	2.69	1.68E-04	0.00958
T&D10a(↑)	GO:0016192	BP	vesicle-mediated transport	432	92	48.58	1.89	1.69E-10	2.80E-08
	GO:0098805	CC	whole membrane	455	91	51.16	1.78	6.79E-09	7.47E-07
	GO:0005794	CC	Golgi apparatus	282	64	31.71	2.02	1.12E-08	9.28E-07
	GO:0031982	CC	vesicle	279	62	31.37	1.98	4.54E-08	2.50E-06
	GO:0098796	CC	membrane protein complex	320	67	35.98	1.86	1.46E-07	6.88E-06
	GO:0061919	BP	process utilizing autophagic mechanism	194	42	21.82	1.93	1.53E-05	5.62E-04
	GO:0006886	BP	intracellular protein transport	472	81	53.08	1.53	3.35E-05	0.001106
T10a(↔)	GO:0005975	BP	carbohydrate metabolic process	271	35	13.49	2.59	1.07E-07	3.52E-05
	GO:0044432	CC	endoplasmic reticulum part	394	39	19.62	1.99	1.82E-05	0.003009
	GO:1901135	BP	carbohydrate derivative metabolic process	366	36	18.23	1.98	4.59E-05	0.005049
	GO:0042175	CC	nuclear outer membrane-ER membrane network	383	36	19.07	1.89	1.19E-04	0.009846
	GO:0005794	CC	Golgi apparatus	282	28	14.04	1.99	2.96E-04	0.016268
	GO:0006457	BP	protein folding	111	15	5.53	2.71	3.45E-04	0.016286
	GO:0098796	CC	membrane protein complex	320	30	15.93	1.88	4.85E-04	0.019998
	GO:0072524	BP	pyridine-containing compound metabolic process	94	13	4.68	2.78	6.84E-04	0.02507
	GO:0098805	CC	whole membrane	455	38	22.66	1.68	8.52E-04	0.026987
T&D10b (↑)	GO:0034660	BP	ncRNA metabolic process	493	24	5.94	4.04	5.05E-10	1.67E-07
	GO:0022613	BP	ribonucleoprotein complex biogenesis	494	23	5.95	3.87	3.30E-09	5.44E-07
	GO:0016741	MF	transferase activity, transferring one-carbon groups	100	9	1.20	7.47	2.31E-06	1.90E-04
	GO:0051169	BP	nuclear transport	179	9	2.16	4.18	2.46E-04	0.009008
T10b(↔): N.S.									

Columns- Ont: Abbreviations: BP: Biological Process; CC: Cellular Compartment; MF: Molecular function; Tot: total number of genes in the dataset assigned to GO term; Sig: number of total genes that were significant and were assigned to the indicated pattern of expression; Exp: number of genes expected to be found in that pathway for that pattern of expression by chance; Ratio: Sig/Exp. *p*-value: overrepresentation analysis (ORA- [46]); FDR: multiple testing adjusted ORA *p*-value according the BH procedure ([47]). Note- complete list of all pathways, and the genes assigned to them, is provided in Supplementary Table 2.

**Table 2:** Overrepresentation analysis of expression patterns for DEGs significant by the two-way ANOVA in the interaction group.

**Pattern**	**GO ID**	**Ont**	**Description**	**Tot**	**Sig**	**Exp**	**Ratio**	***p*-value**	**FDR**
I: 01b|01b(↑)	GO:0044283	BP	small molecule biosynthetic process	386	16	36.04	4.47	1.82E-04	0.036084
I: 01b|01b(↑)	GO:0006811	BP	ion transport	358	15	31.20	3.17	2.67E-04	0.036084
I: 01b|01b(↑)	GO:0055085	BP	transmembrane transport	425	16	20.50	3.32	5.45E-04	0.036084
I: 01b|01b(↑)	GO:0030312	CC	external encapsulating structure	124	8	5.94	4.04	5.47E-04	0.036084
I: 01b|01b(↑)	GO:0006082	BP	organic acid metabolic process	433	16	5.95	3.87	6.71E-04	0.03688
I:01b|04a N.S.									
I: 05a|04a(↑)	GO:0055114	BP	oxidation-reduction process	421	35	1.20	7.47	2.54E-04	0.02852
I: 05a|04a(↑)	GO:0005773	CC	vacuole	262	25	2.16	4.18	2.73E-04	0.02852
I: 05a|04a(↑)	GO:0051186	BP	cofactor metabolic process	266	25	5.91	2.71	3.46E-04	0.02852
I: 05a|04a(↑)	GO:0098805	CC	whole membrane	455	36	5.48	2.74	5.40E-04	0.033417
I: 05a|04a(↑)	GO:1901565	BP	organonitrogen compound catabolic process	390	32	6.51	2.46	6.08E-04	0.033417
I: 05a|04a(↑)	GO:0016788	MF	hydrolase activity, acting on ester bonds	279	25	1.90	4.22	7.10E-04	0.033493
I: 05a|04a(↑)	GO:0016311	BP	dephosphorylation	149	16	6.63	2.41	0.001035	0.042687
I: 10a|04a(↑)	GO:0016192	BP	vesicle-mediated transport	432	31	19.07	1.83	2.77E-09	9.13E-07
I: 10a|04a(↑)	GO:1901565	BP	organonitrogen compound catabolic process	390	20	11.87	2.11	3.89E-04	0.031287
I: 10a|10a(↑)	GO:0006508	BP	proteolysis	361	62	12.05	2.07	2.87E-10	4.74E-08
I: 10a|10a(↑)	GO:1901565	BP	organonitrogen compound catabolic process	390	64	20.61	1.75	1.02E-09	1.12E-07
I: 10a|10a(↑)	GO:0016192	BP	vesicle-mediated transport	432	68	17.67	1.81	1.77E-09	1.46E-07
I: 10a|10a(↑)	GO:0098805	CC	whole membrane	455	69	12.64	1.98	6.73E-09	4.44E-07
I: 10a|10a(↑)	GO:0098796	CC	membrane protein complex	320	53	6.75	2.37	2.53E-08	1.39E-06
I: 10a|10a(↑)	GO:0043248	BP	proteasome assembly	35	14	9.79	3.17	9.45E-08	3.90E-06
I: 10a|10a(↑)	GO:0030029	BP	actin filament-based process	145	30	8.83	2.26	2.87E-07	9.46E-06

Columns- Abbreviations: Tot: total number of genes in the dataset assigned to GO term; Sig: number of total genes that were significant and were assigned to the indicated pattern of expression; Exp: number of genes expected to be found in that pathway for that pattern of expression by chance; Ratio: Sig/Exp; *p*-value: overrepresentation analysis ([46]); FDR: multiple testing adjusted overrepresentation analysis *p*-value according the BH procedure ([47]). Note- complete list of all pathways, and the genes assigned to them, is provided in Supplementary Table 2.

In contrast to the Time x Drug sector, the 1009 genes in the Time sector of the Euler diagram fall primarily into three patterns (Figure 1C and 1D, T01b(↔), T10A (↔) and T10b(↔)). 

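ARN2, which encodes an iron-siderophore transporter, fell in vehicle-treated cells from 59.4 ± 5.00 TPM (SD, n = 3) at 1 h to 13.5 ± 3.64 TPM at 2 h and in Myr-treated cells from 61.0 ± 5.10 to 14.4 ± 1.37 TPM. Genes of glycolysis rose: PGK1, for phosphoglycerate kinase, went from 175 ± 16.9 TPM at 1 h to 2217 ± 146 TPM at 6 h in vehicle and from 223 ± 8.31 to 2202 ± 110 TPM with Myr. GPM1, for phosphoglycerate mutase, went from 860 ± 43.8 to 4869 ± 192 TPM in vehicle. HSP10, for the mitochondrial chaperonin, went from 381 ± 19.1 to 804 ± 36.3 TPM. Each had a time effect and neither a drug effect nor an interaction.
Among the 1204 genes with a time effect alone, 309 rose steadily (T10a(↔)), 163 dropped after 1 h (T01b(↔)) and 79 fell steadily (T10b(↔)). A step up after 1 h (T01a(↔)) was followed by 111, or by 62 when templates were fitted to TPM. After median centring, added after the data were seen, 2101 genes had a time effect alone, and the steady fall was the most frequent of these patterns: T10a(↔) held 346, T01b(↔) 248, T10b(↔) 384 and T01a(↔) 338. Other genes drawn in Fig. 1D had further effects here. HXT1, a glucose transporter gene of T10b(↔), was higher with Myr by 0.13 (SE 0.04, adjusted p = 0.0053 from limma), and MRT4, of ribosome assembly, by 0.12 (SE 0.04, adjusted p = 0.0069). After median centring these were at -0.04 and -0.05 and did not pass the test.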

Genes in these patterns are not significantly changed by Myr treatment but are significantly changed with time and serve as an example of time-related changes. All of these patterns will require further effort to determine their significance, if any, in Myr-induced longevity.

The Drug sector of the Euler diagram (Figure 1C and 1D, pattern D(↑)) contains 329 up-regulated genes (Table 1 and Supplementary Table 2). 

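The genes MOT3, FUN19, PDR3, SDS23 and SNP1, drawn for this pattern in Fig. 1D, were each higher with Myr with no time effect or interaction. Their placement moved with the processing: 1 of the 5 kept it after median centring and 1 without the vehicle 4 h library B. After spike-in scaling 2 kept it, and 3 with an adjusted p under 0.05 for the 3 terms. MOT3, a transcription factor gene, was higher by 0.44 on the log2 scale averaged over 1 to 6 h (SE 0.05, adjusted p = 1.1e-07 from limma). FUN19 was higher by 0.42 (SE 0.06), PDR3, a transcription factor gene of multidrug resistance, by 0.37 (SE 0.05), SDS23 by 0.37 (SE 0.05) and SNP1, for a protein of the spliceosome's U1 particle, by 0.36 (SE 0.05).
A drug effect alone was found for 411 genes higher and 55 genes lower with Myr (88.2% higher). The balance of the sector turned with the scaling. After median centring it held 48 higher and 145 lower genes (24.9% higher), and after spike-in scaling 1651 higher and 0 lower. It held 143 higher and 33 lower genes without the 4 vehicle libraries rich in RPL41A, a set chosen after the data were seen. Leaving out the vehicle 4 h library B alone left 185 higher genes, and the column letter as a random block, also chosen after, left 177 higher and 32 lower.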

Because of our experimental design, we cannot be sure if some genes in this sector are driving the changes associated with time that we see, but they could be. 

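Many chromatin genes placed by the study in its Drug sector were higher with Myr at 5 h on TPM as deposited, with a median close to that of all genes. FUN19 had a log2 fold change of 0.74 at 5 h (SE 0.14, adjusted p = 5.9e-05 from limma), SET3, of a histone deacetylase complex, 0.59 (SE 0.14), RXT2, of the Rpd3 histone deacetylase complex, 0.51 (SE 0.11), and HAT1, a histone acetyltransferase gene, 0.48 (SE 0.12). Transcription regulators of the same sector included EDS1 at 0.69 (SE 0.13) and MIG1, the glucose repressor, at 0.55 (SE 0.14).
The study lists 50 genes of this sector under chromatin organization and 37 under transcription regulator activity. It chose them on these samples, so their direction is not independent evidence. Averaged over 1 to 6 h, 49 of the 50 were higher and 0 lower (50 when adjusted over the list alone), and 36 of the 37 were higher and 0 lower (37 when adjusted over the list alone). After median centring 14 and 12 were higher and 0 lower. Of the 50, 24 were higher without the 4 vehicle libraries rich in RPL41A. At 5 h, 27 of the 50 and 24 of the 37 were higher (24 and 25 when adjusted over the list alone), with medians of 0.32 and 0.33 beside 0.31 for all genes. After median centring 4 were higher and 2 lower of the 50, and 8 and 0 of the 37. On TPM as deposited, these hourly counts were 7 and 9 without the vehicle 5 h library A, 15 and 13 without the Myr 5 h library B and 12 and 13 without the Myr 5 h library C.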

The most enriched GO terms relate to chromosomes, and transcription (Table 1), indicating a strong response to Myr treatment independent of time in culture.

Next, we analyzed the 1570 genes in the Interaction group for temporal patterns responding to Myr treatment (Figure 2A). Five patterns contained more than 100 DEGs (Figure 2A, center panel, numeric results for this grid are available in Supplementary Table 1, tab called ‘I intersections’). 

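Interaction genes that rose in both treatments, and further with Myr, made the largest group. GPD1, which encodes the glycerol 3-phosphate dehydrogenase of glycerol synthesis, rose steadily in both (I10a(10a(↑))) and at 5 h was 61.9 ± 7.26 TPM (SD, n = 3) in vehicle and 321 ± 35.3 TPM with Myr, a log2 fold change of 2.35 (SE 0.15, adjusted p = 4.4e-14 from limma). UIP3 and VPS68, a gene of vacuolar sorting, followed the same pair of patterns, with log2 fold changes of 1.36 (SE 0.08) and 1.08 (SE 0.09). PEP12, for a syntaxin of the late endosome, rose steadily in vehicle but stepped up after 4 h with Myr (I10a(04a(↑))), with 1.68 (SE 0.11). GTT1, a glutathione transferase gene, rose at 6 h in vehicle and after 4 h with Myr (I05a(04a(↑))), with 1.95 (SE 0.09). GPP2, of glycerol synthesis, and DDR48, a stress gene, fell after 1 h in vehicle, and came closest to a step up after 4 h with Myr. Their log2 fold changes at 5 h were 2.11 (SE 0.12) and 2.12 (SE 0.12).
Of the 829 interaction genes with a template in both treatments, 346 rose steadily in both, 334 higher and 12 lower with Myr on average. The pair I05a(04a) held 83 higher and 2 lower genes, I01b(01b) 30 and 20, I10a(04a) 36 and 1, and I01b(04a) 18 and 5. More than 100 genes were in 1 pair. When templates were fitted to TPM, 3 pairs held more than 100 genes. After median centring, added after the data were seen, 2 pairs did: the steady rise in both treatments held 296 genes, 251 higher and 45 lower with Myr, and the steady fall in both held 239, in place of 24. I05a(04a) then held 41 higher and 2 lower genes, I01b(01b) 33 and 36, I10a(04a) 40 and 4, and I01b(04a) 4 and 6.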

The right-hand graph in Figure 2A indicates the number of up- and down-regulated genes in these 5 patterns. Five templates for these patterns (Figure 2B, left-side graphs) along with heatmaps of representative genes in each pattern for Vehicle and Myriocin treated samples are shown in Figure 2B (center panels). The right-most panels in Figure 2B represent average Z-scored gene expression profiles for the 5 patterns examined. Both the heatmaps and the data plots on the right side of Figure 2A reveal that Myr treatment enhances transcription at the 5 and 6 hour time points. This observation was tested by examining all genes found to be significant by the two-way ANOVA’s in the interaction term. For this test we plotted the log 2-fold changes of Myr treatment/vehicle treatment at each time point and color-coded the results if they were significantly down-regulated (blue) or up-regulated (orange) (*p* ≤ 0.05, pairwise Fisher’s LSD). 

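Genes of the general stress response, targets of the transcription factors Msn2 and Msn4, were among the most strongly raised by Myr late in the time course. At 5 h all 22 were higher (22 when adjusted over the list alone, 21 after median centring), with a median log2 fold change of 1.48. HOR7 rose from 740 ± 57.5 TPM (SD, n = 3) in vehicle to 9428 ± 1319 TPM with Myr, a log2 fold change of 3.66 (SE 0.12, adjusted p = 1.9e-20 from limma), and HSP12, for a membrane-protecting small heat shock protein, had 2.81 (SE 0.21). At 6 h 19 were higher and 0 lower (20 when adjusted over the list alone), with a median of 0.84 and HSP12 at 3.26 (SE 0.21). The list stood above other genes with camera's preset correlation at 5 h (adjusted p = 2.9e-16) and at 6 h (adjusted p = 2.0e-17). It still did with an estimated correlation (adjusted p = 0.043 and adjusted p = 0.034).
The other largest rises at 5 h included RTC3, a gene of RNA metabolism, at 4.03 (SE 0.18), GSC2, a glucan synthase gene, at 3.27, and MPC3, of the mitochondrial pyruvate carrier, at 3.07. The largest falls included SPL2 at -3.69 (SE 0.18), the acid phosphatase gene PHO12 at -3.46 and the zinc transporter gene ZRT1 at -2.74 (SE 0.20).
Among all genes, 3121 were higher and 239 lower at 5 h, 330 and 35 of them by at least 2-fold. At 6 h 1173 were higher and 205 lower, 108 and 29 of them by at least 2-fold. Earlier hours had 145 higher and 180 lower (1 h), 957 and 149 (2 h), 2355 and 157 (3 h) and 366 and 57 (4 h), with at most 26 genes higher and 40 lower by 2-fold, the latter at 1 h. After median centring the counts were 1399 higher and 1267 lower at 5 h and 1153 and 638 at 6 h. At 1 to 4 h they were 456 and 303, 643 and 483, 276 and 293, and 341 and 240.
Among the 1355 interaction genes at an unadjusted p of 0.05 or less, the level of Fig. 2C, 216 were higher and 288 lower at 1 h, 424 and 91 at 2 h, 846 and 41 at 3 h, 566 and 55 at 4 h, 1084 and 100 at 5 h and 805 and 136 at 6 h. By more than 2-fold, 313 were higher and 19 lower at 5 h and 103 and 23 at 6 h, and at most 21 and 38 at an earlier hour. After median centring, of 2080 interaction genes 568 were higher and 332 lower at 1 h, 513 and 367 at 2 h, 474 and 251 at 3 h, 489 and 307 at 4 h, 947 and 725 at 5 h and 942 and 444 at 6 h. After spike-in scaling, of 895 interaction genes 260 were higher and 57 lower at 1 h, 845 and 4 at 2 h, 850 and 4 at 3 h, 798 and 9 at 4 h, 723 and 24 at 5 h and 436 and 46 at 6 h. On TPM as deposited but without the vehicle 4 h library B, 334, 1181, 1769, 303, 1960 and 1280 were higher at 1 to 6 h and 187 lower at 4 h. At 2 h 281 were higher without the vehicle library D, and at 1 h 187 were lower without the Myr library C.
Counts of genes higher rested on single libraries at most hours. At 1 h 92 and 89 were higher without the vehicle libraries A and B and 89 without the Myr library A. At 2 h 175 and 118 were higher without the vehicle libraries C and D and 231, 253 and 106 without the Myr libraries A, B and C, but 2159 without the vehicle 4 h library B. At 3 h 216 and 166 were higher without the vehicle libraries A and B and 277 and 283 without the Myr libraries A and B, but 3617 without the vehicle library D. At 4 h 131 were higher without the vehicle library B and 173 and 190 without the Myr libraries A and C, but 652 and 1108 without the vehicle libraries C and D. At 5 h 2068 were higher without the vehicle library A, and at 6 h 779 without the vehicle library A.
Counts of genes lower also moved at 2 to 4 h. At 2 h 74 and 42 were lower without the vehicle libraries A and C and 53, 62 and 32 without the Myr libraries A, B and C, but 250 without the vehicle 4 h library B. At 3 h 24 and 18 were lower without the vehicle libraries A and B and 28 and 36 without the Myr libraries A and B. At 4 h 30, 36 and 22 were lower without the Myr libraries A, B and C and 123 without the vehicle library D. From heatmaps of the interaction patterns (Fig. 2B), in which transcripts rise with Myr toward the end of the time course, the paper reasons that the fold changes of all interaction genes at each hour should show the same (Fig. 2C).

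**Figure D2:**
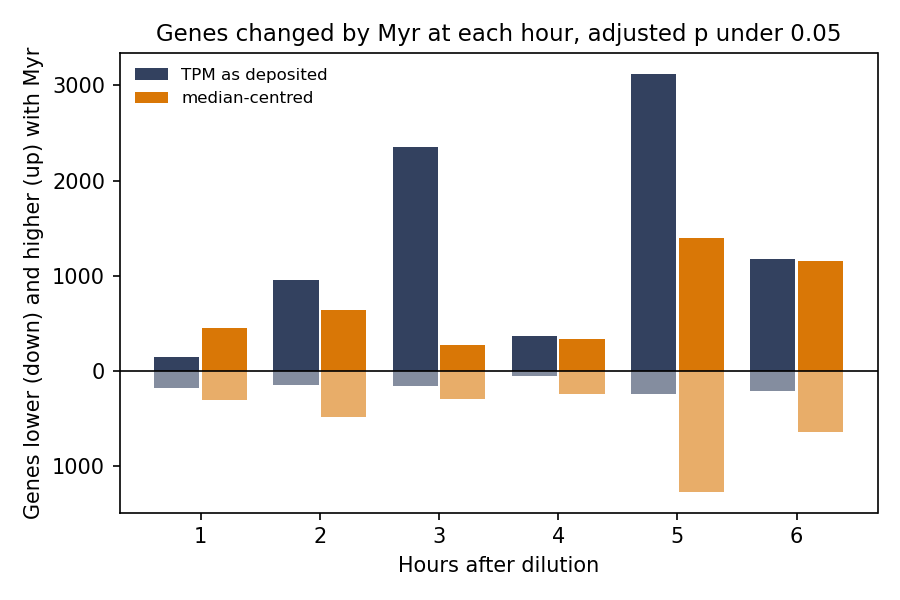
Number of genes higher (bars upward) and lower (bars downward) in Myr-treated than in vehicle-treated cells at an adjusted p under 0.05 (y axis) at each hour from 1 to 6 h (x axis), on TPM as deposited and after median centring. On TPM as deposited 3121 genes are higher at 5 h, and after median centring 1399.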

As predicted, the predominant effect of Myr was to upregulate genes at the 5 and 6 h time points (Figure 2C). Functional overexpression analysis of significant DEGs at these two time points (called: I: 5 and 6(↑)) revealed a more generalized picture of the biological processes and cellular compartments responding to Myr (Figure 2C, right panel, all genes listed in Supplementary Table 2). As we discuss in detail below, up-regulation of genes starting between the 4th and 5th hour occurs when the majority of cells enter their second cell division cycle [7]. Thus, these data explain much of the effect of time and drug components within the interaction gene set.

We recently reported that Myr treatment has a notable effect on the size of most amino acid pools which remain significantly smaller in drug-treated cells starting before the 1 h time point, and remaining smaller over the six hour time course studied [7]. To determine if transcription has roles in lowering and maintaining smaller amino acid pools, we performed functional enrichment analysis on the 1570 genes in the Interaction group (Figure 2A) because this group captures a large fraction of genes responding differently over time with Myr treatment. We hypothesized that down-regulation of genes would imply a contribution to lower amino acid pools while up-regulation would imply the opposite effect or an attempt to restore pools to the size found in vehicle-treated cells. The KEGG pathway term ‘sce01100:Metabolic pathways’, containing 314 genes, is highly enriched in this gene set (*p* = 1,6E-27, FDR 1.54E-25) (Supplementary Table 2, INTERACTION group and 314 genes Metabolic pathways tabs). Importantly, there is strong enrichment for genes in other KEGG pathways including tryptophan, methionine and branched chain amino acid metabolism. Additionally, within the Interaction group the term ‘GO:0003333~amino acid transmembrane transport,’ with 16 genes, is enriched. 

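Of 13 genes of tryptophan degradation and the aldehyde dehydrogenases, 12 were higher with Myr and 0 lower averaged over 1 to 6 h. After median centring 11 were higher and 1 lower. Several were higher at 5 h. ALD6 and ALD4, for the cytosolic and mitochondrial enzymes that make acetate, had log2 fold changes of 1.90 (SE 0.10, adjusted p = 2.4e-15 from limma) and 1.89 (SE 0.11), and BNA2, of the pathway from tryptophan to NAD, 1.53 (SE 0.14). Among genes of branched-chain amino acid synthesis, LEU2, which these cells carry on the plasmid pHLUM as a marker, had a log2 fold change of 0.62 (SE 0.13) at 5 h and -0.60 (SE 0.13) at 6 h. CHA1, for a serine and threonine deaminase that the study counts in both this pathway and that of cysteine and methionine, fell by 1.75 on the log2 scale (SE 0.14) at 5 h. In amino acid transport, AGP2 was at 1.03 (SE 0.11) at 5 h, DIP5, for a dicarboxylic amino acid permease, at -0.82 (SE 0.11), and SAM3, for the S-adenosylmethionine permease, at -1.06 (SE 0.09) at 6 h. After spike-in scaling DIP5 was at -0.33 at 5 h (adjusted p = 0.12) and LEU2 at -0.28 at 6 h (adjusted p = 0.24), and neither passed the test.
The study's own lists, chosen on these samples and so not independent evidence of direction, hold 14 genes of tryptophan metabolism, 14 of cysteine and methionine metabolism, 6 of valine, leucine and isoleucine biosynthesis and 16 of amino acid transmembrane transport. At 5 h these had 14 higher and 0 lower, 10 and 1, 4 and 1, and 10 and 2 (the same counts when adjusted over each list alone). At 6 h they had 11 and 0, 1 and 2, 0 and 3, and 3 and 5. The transport genes had 3 higher and 2 lower at 6 h without the vehicle 6 h library C. The counts of the last 3 lists moved with the scaling: after median centring they had 6 and 2, 3 and 2, and 6 and 5 at 5 h and 1 and 6, 0 and 5, and 1 and 8 at 6 h, and after spike-in scaling 3 and 0, 0 and 0, and 5 and 1 at 6 h.
Of the 21 amino acid permeases, 12 were higher and 2 lower at 5 h (13 and 2 when adjusted over the list alone), and 7 and 2 without the vehicle 5 h library A. After median centring 4 were higher and 7 lower. Of 13 genes of aromatic amino acid synthesis 9 were higher at 5 h and 0 lower (9 when adjusted over the list alone, 2 and 2 after median centring), and 2 without the vehicle 5 h library A. Neither list stood apart from other genes at 5 h by camera (adjusted p = 0.55 and adjusted p = 0.72).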

A distinguishing feature of most genes in these three pathways plus the transporters is up-regulation in Myr-treated cells with many genes peaking at 5 and 6 h. These data suggest that Myr-treated cells are attempting to increase amino acid uptake and de novo synthesis as a way to increase amino acid pool levels, however, we consider other interpretations in the Discussion.

### Correlation analysis of transcriptomics data identifies clues to amino acid metabolism

As another approach to understand effects of Myr on the transcriptome, we analyzed transcript data using the R program package of Weighted Gene Correlation Network Analysis, WGCNA [28], to identify clusters (modules) of highly correlated genes showing a similar response to Myr over the 1–6 h time course. A gene dendrogram produced by average linkage of hierarchical clustering revealed many modules with the seven most correlated having from 18 to 2490 genes (Supplementary Table 3, column L in Cluster Analysis tab, see also the Module Eigengenes tab). We then examined the relationship of these gene modules to free amino acid pools over the same 1–6 hr time course as an alternative way to determine if transcription played a role in lowering or maintaining smaller amino acid pools in drug-treated cells as we had previously found [7]. Results of this analysis are presented in Figure 3A as a heatmap plot. For amino acids (abbreviation shown on the X-axis), the numbers in a column represent the correlation *p*-value and the correlation (in parentheses) between a module eigengene (ME, Y-axis) expression value and an amino acid level. Here a ME corresponds to the first principal component of the expression matrix of the module. The ME can be considered the most representative gene in a module and, as used here, it represents the average effect of Myr on genes compared to the untreated drug control (Supplementary Table 3, Module Eigengenes tab). The heatmap shows that the Brown and Green modules with 1126 and 144 genes, respectively, have the greatest negative correlation to Myr treatment. That is, Myr maintains low pool levels but enhances the level of a transcript at one or more time points. The values in the ‘InQ’ column of the heatmap represent the correlation *p*-value and correlation value (parentheses) between the module eigengene expression and incubation time course (1–6 h). For these association calculations, the control (no drug) samples were set as 0 and Myr-treated samples were set as 1. Thus, the MEturquoise row has a strong correlation with time (Figure 3A, column inQ) as shown graphically in Figure 3F. The values in the 'myriocin' column represent the association between the module eigengene expression and the absence/presence of Myr and they indicate that the Green and Brown MEs are the most negatively correlated MEs.

**Figure 3:**
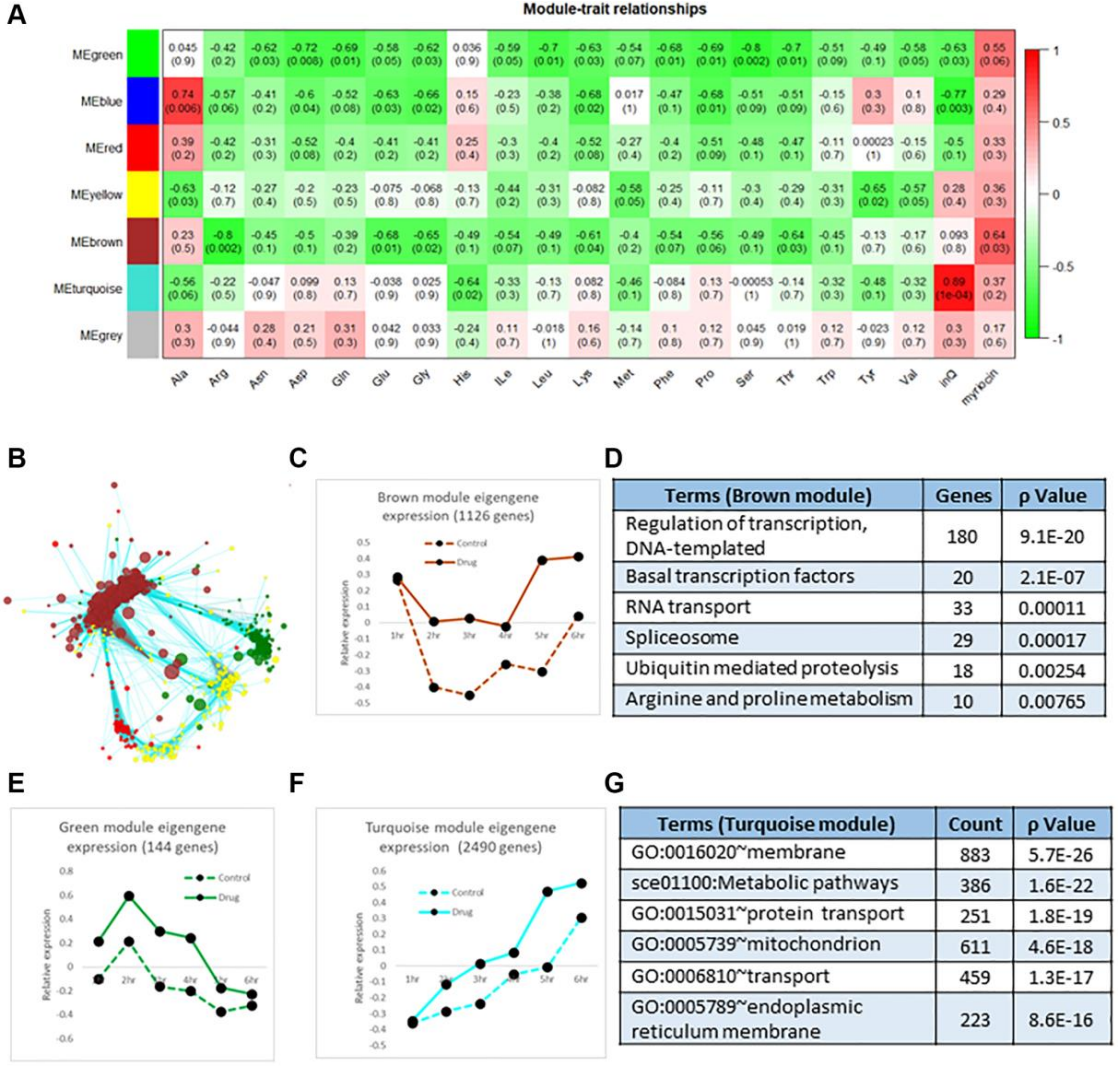
**Correlation analysis of transcriptomics data.** (**A**) The 7 color-coded modules (MEs, left side, Y-axis of heatmap), whose member genes are highly correlated over time, were analyzed for their correlation to each amino acid pool ((amino acids indicated on the X-axis, pool data are from [7]). The degree of correlation is indicated by the red-green (correlated-anticorrelated) scale at the right-side of the diagram and by numbers in columns which represent the correlation *p*-value and the correlation value (in parentheses). These values and the green highlighting indicate negative or anticorrelation: amino acid pools are small which transcripts are up-regulated, not down-regulated by Myr treatment. Additionally, the values in the column labeled 'InQ' represent the correlation between ME gene expression and the incubation time frame (1–6 hr) where the Turquoise module is the most correlated with time as shown graphically in panel F. The values in the column labeled 'myriocin' represent the association between ME gene expression and the absence/presence of myriocin where the no drug sample was set as 0 and the myriocin-treated sample was set as 1 for this calculation. This column indicates that the Green and Brown modules are the most anti-correlated (red shading) with amino acid pools, most of which are lowered by Myr treatment. (**B**) Network diagram showing the relationship of genes in the Green and Brown modules which are connected by genes in the Turquoise module. Genes are indicated by Nodes (circles) and relationships by edges. All genes and relationship values are presented in Supplementary Table 3. (**C**) Scatter plot of the Brown Eigengene across the 1–6 h time frame. (**D**) Enriched GO terms found in the Brown module. (**E**) Scatter plot of the Green Eigengene across the 1–6 h time. (**F**) Scatter plot of the Turquoise Eigengene across the 1–6 h time frame. (**G**) Enriched GO terms found in the Turquoise module. Genes used in calculating the mean Eigengene along with the 7 mean Eigengene values and their scatter plots are shown in Supplementary Table 3.

As another way to represent the effects of Myr treatment on MEs and to detect interactions between MEs, we performed network analysis and visualized the results by using Cytoscape. One such network, representing the relationship between genes in the Brown and Green modules, includes the Turquoise module because genes interact with multiple genes in both the Brown and Green modules (Figure 3B). We further analyzed these three MEs by plotting the ME for each time point with and without Myr treatment (Figure 3C). For example, the ME representing the Brown module reveals Myr induces transcription starting at 4 h (Figure 3C) whereas there is no increase in amino acid pool size in drug-treated cells [7]. This opposite effect of Myr on transcription and amino acid pools corresponds to the negative correlation represented by the green shading in Figure 3A. 

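Genes of the transcription machinery, which encode RNA polymerase subunits, general transcription factors, Mediator and the SAGA and chromatin remodelling complexes, were not raised by Myr beyond other genes at 5 h. At that hour MED2, for a subunit of Mediator, had a log2 fold change of 0.51 (SE 0.11, adjusted p = 4.2e-04 from limma), and TAF10, for a subunit shared by TFIID and SAGA, had -0.52, or -0.33 without the vehicle 5 h library A, which did not pass the test (adjusted p = 0.15), and -0.02 after spike-in scaling (adjusted p = 0.91). The median of the 67 genes was 0.33, beside 0.31 for all genes.
Of the 67, 41 were higher and 2 lower at 5 h (41 and 2 when adjusted over the list alone), 32 and 0 at 3 h, 0 and 0 at 4 h and 3 and 1 at 6 h. After median centring 2 were higher and 8 lower at 5 h, 1 and 0 at 3 h and 1 and 3 at 6 h. The list did not stand apart from other genes at 5 h by camera (adjusted p = 0.93). At 2 h 21 were higher and 1 lower (37 and 2 when adjusted over the list alone, 16 and 2 after median centring, 66 and 0 after spike-in scaling), above other genes with a preset correlation (adjusted p = 0.037) but not with an estimated one (adjusted p = 1.0 with an estimated correlation), and 1 to 4 were higher without single libraries of that hour other than the vehicle library A. At 5 h 9 were higher and 1 lower without the vehicle library A, 26 and 2 without the Myr library B and 21 and 2 without the Myr library C. At 3 h 0 were higher without the vehicle library A or B or the Myr library A or B, and 54 without the vehicle library D. This list is not the paper's term for regulation of transcription in its Brown module, so it does not test that term. The gene modules and their correlation with amino acid pools were not analysed here.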

The highest-ranking GO term in the Brown module is Regulation of Transcription (Figure 3D) where drug treatment enhances transcript levels particularly after 4 h, consistent with the ANOVA analysis (Figure 2B and 2C). A different negative correlation pattern is seen for the ME representing the small Green module where genes are up-regulated by Myr across the 1–6 h time frame compared to vehicle control but gene expression drops in both control and drug-treated samples starting at 2 h (Figure 3E). The main GO term in the Green module is Translation (Biological Process, *p* = 1.7E-88) along with Ribosome Assembly and related processes responding to drug-induced slowing of protein synthesis and growth rate [7]. 

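On TPM as deposited, genes of ribosome biogenesis, which assemble ribosomal subunits in the nucleolus, were mostly higher with Myr, and the cytosolic ribosomal protein genes went both ways. Averaged over 1 to 6 h, 73 of 78 ribosome biogenesis genes were higher and 1 lower (73 and 1 when adjusted over the list alone). At 3 h 67 were higher and 1 lower (71 and 1 when adjusted over the list alone), but 9 and 0 after median centring. At that hour UTP22, for a protein of the small subunit processome, had a log2 fold change of 0.55 (adjusted p = 0.016 from limma). In vehicle the list's median fell by 1.32 on the log2 scale from 1 to 6 h. Of 134 ribosomal protein genes, 54 were higher and 27 lower over the hours (62 and 30 when adjusted over the list alone). At 5 h 8 were higher and 29 lower, the largest being RPL29 at -1.20 (SE 0.24, adjusted p = 1.6e-04 from limma) and the near-identical RPL41A and RPL41B at -1.18 each.
The direction of the ribosomal protein genes turned with the scaling. Averaged over the hours, they had 5 higher and 66 lower after median centring, and 128 and 1 after spike-in scaling. Ribosome biogenesis genes had 27 higher and 5 lower after median centring, but at 5 h, when 5 were higher and 2 lower on TPM as deposited, 0 and 49 after median centring and 72 and 0 after spike-in scaling. At 5 h ribosomal protein genes had 1 higher and 106 lower after median centring and 101 and 3 after spike-in scaling. By camera, ribosomal protein genes stood below other genes at 5 h (adjusted p = 2.7e-16 with a preset correlation, adjusted p = 0.47 with an estimated correlation) and biogenesis genes above them at 3 h (adjusted p = 1.3e-04 with a preset correlation, adjusted p = 1.0 with an estimated correlation).
At 3 h 1 biogenesis gene was higher without the vehicle library A or B, 3 without the Myr library A, 2 without the Myr library B and 0 without the 4 vehicle libraries rich in RPL41A. UTP22 had 0.46 (adjusted p = 0.093) and 0.48 (adjusted p = 0.11) without the vehicle library A or B, and 0.50 (adjusted p = 0.070) and 0.53 (adjusted p = 0.062) without the Myr library A or B. At 5 h the ribosomal protein genes had 2 higher and 20 lower without the vehicle library A, and 3 and 27, 4 and 24, and 3 and 18 without the Myr libraries A, B and C in turn.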

Lastly, the large Turquoise module with 2490 genes captures Myr-induced transcriptional events involving processes or pathways or cell components each with more than 200 genes (Figure 3F, 3G). Interestingly, transcripts represented in the Turquoise module increase across the 1–6 h time frame with drug-treated cells always having higher transcript levels, substantiating the ANOVA analysis represented in Figure 1D (patterns T10a(↔), T&D04a(↑)., T&D05a(↑)), Figure 2B (patterns I05a(04a(↑)), I10a(04a(↑)) and I10a(10a(↑))) and Figure 2C. 

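Among genes that rose with time and were higher with Myr, the steady risers (T&D10a(↑)) were most numerous at 785. They include ALG9, of protein glycosylation, higher with Myr by 0.25 on the log2 scale averaged over the hours, ERG8, of the mevalonate pathway, by 0.33, and PEX8, of peroxisome import, by 0.33. A step up after 4 h (T&D04a(↑)) was followed by 143 genes, among them CEG1, the mRNA capping enzyme gene, at 0.23 (SE 0.05, adjusted p = 1.6e-04 from limma) but 0.06 after median centring, which did not pass the test, and SRO7, of exocytosis, at 0.27. A rise at 6 h (T&D05a(↑)) was followed by 46, among them ADE1, of purine synthesis, at 0.31 and DOT6, a repressor of ribosome biogenesis, at 0.43. A step up after 1 h (T&D01a(↑)) was followed by 130, among them ATP5, for a subunit of the mitochondrial ATP synthase, at 0.28, or by 81 when templates were fitted to TPM.
After median centring, added after the data were seen, T&D10a(↑) held 146 genes, T&D04a(↑) 14, T&D05a(↑) 10 and T&D01a(↑) 81. Single libraries also moved several of these counts. Without the vehicle 4 h library B, T&D10a(↑) held 442 genes, T&D04a(↑) 25 and T&D05a(↑) 21. Without the vehicle 5 h library A, T&D04a(↑) held 267 and T&D05a(↑) 12. T&D04a(↑) held 87 without the Myr 5 h library B and 81 without the Myr 5 h library C. Across the Myr libraries, T&D05a(↑) held 71, 92 and 91 without the 5 h libraries A, B and C in turn, and 30 and 28 without the 6 h libraries A and C. It held 26 without the vehicle 5 h library B.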

Functional enrichment analysis for all MEs in presented in Supplementary Table 3.

### Deubiquitination of Mup1 impairs Myr-enhanced longevity

A drawback of WGCNA and pathway and pattern analyses is a reduced ability to identify significant biological features involving smaller numbers of genes or to identify genes that do not fit a specific pattern across the 1–6 h time-frame. To circumvent these limitations and to discover transcript changes with potential roles in lowering amino acid pools or novel roles in longevity enhancement, we examined genes with the highest possible significance (1E-16) in the Drug, Time and Interactions columns of data from the two-way ANOVA analysis of mRNA levels. This approach identified only 16 genes out of the 4964 genes (Supplementary Table 1, Filter tab, columns M, N and O). 

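Of the top 20 genes, ordered by the largest of their ranks in the 3 terms, 16 were higher and 4 lower with Myr. Among those that rose, TPO4, a polyamine transporter gene, was higher with Myr by 1.05 on the log2 scale averaged over 1 to 6 h, HXK1 and GLK1, for hexokinase and glucokinase, by 1.23 and 0.74, TPS2, of trehalose synthesis, by 0.91, and PNC1, of NAD salvage, by 0.99. Among those that fell, PHO84, the high-affinity phosphate transporter gene, had a mean log2 fold change of -1.24, ZPS1, a zinc-regulated gene, -0.87 and ATR1, of multidrug resistance, -0.63, although at 6 h ATR1 was at 0.11 and after spike-in scaling its mean of -0.07 did not pass the test.
With limma, 13 genes had p of 1e-16 or less before adjustment for time, drug and interaction, 9 higher and 4 lower with Myr, and of the genes named above TPO4 and PHO84 are among these and the others are not. By a two-way test on TPM without log transform, nearer to the study's, 19 genes did. UBI4 was rank 20 in the same order, with adjusted p = 1.5e-21 for time, adjusted p = 7.0e-16 for drug and adjusted p = 1.9e-13 for the interaction from limma. Before adjustment UBI4 was under 1e-16 for time and drug and at 9.33e-16 for the interaction. Leaving out 1 library left 9 to 12 genes at 1e-16 or less for the vehicle 3 h library D, the vehicle 4 h libraries B, C and D, the Myr 4 h library B and the Myr 6 h library C, and 6 to 8 for each of the other 30 libraries.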

The *UBI4* gene, which is stress-induced and encodes for ubiquitin, captured our attention because stresses of various types have known roles in aging and longevity and we previously identified increased stress responses in Myr-treated cells [27, 29]. A defining feature of *UBI4* transcript abundance in our studies is a rapid increase at the 5–6 h time period (Figure 4A, statistical significance of Area Under Curve (AUC) 95% CI (difference of the means): −189.081 to −137.609, *p*-value = 0.00006). 

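UBI4 transcripts were higher with Myr from 3 h and most at 5 h. UBI4, which encodes a chain of ubiquitin units, is YLL039C and lies on chromosome XII of R64 from 64062 to 65207. At 5 h it was 42.5 ± 1.30 TPM (SD, n = 3) in vehicle and 134 ± 8.14 TPM with Myr, a log2 fold change of 1.64 (SE 0.08, adjusted p = 9.0e-17 from limma). At 6 h it was 73.3 ± 6.08 and 163 ± 4.57 TPM (adjusted p = 1.3e-12). At 3 h and 4 h the log2 fold changes were 0.34 (adjusted p = 0.0059) and 0.56 (adjusted p = 7.9e-06), and at 1 h and 2 h -0.03 and -0.02, which did not pass the test. At 0 h, in cells from the saturated culture, UBI4 was at 558 TPM in vehicle and 492 TPM with Myr.
The area under the curve of the hourly means from 1 to 6 h was 246 TPM·h in vehicle and 409 TPM·h with Myr, a difference of 163 (SE 6.96, two-sided permutation test within hours with 100000 resamples, p = 2e-05). This test takes the hours of a flask as independent, and whole flasks, 3 against 3, allow 10 splits. The difference was 116 after median centring (p = 0.0011 from the same permutation test). At 3 h the log2 fold change was 0.08 after median centring (adjusted p = 0.65) and 0.27 without the vehicle 3 h library A (adjusted p = 0.062), and passed the test in neither. After spike-in scaling UBI4 was also called higher at 2 h, at 0.80 (adjusted p = 1.9e-04), below the median of 1.01 over all genes. When each hour was fitted on its own, UBI4 stayed at 0.34 at 3 h (adjusted p = 0.058) and 0.56 at 4 h (adjusted p = 0.13). Neither passed the test.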

The path of the *UBI4* transcript level corresponds to the 5–6 h time period in which Myr has its most significant effect on transcription (Figure 2B and 2C) and it falls within Interaction pattern I: 5 and 6(↑) (Figure 2C and Supplementary Table 2, Webgestalt patterns combined tab). Proteolysis is a highly enriched GO term in this pattern of gene expression (Figure 2C, table on the right). 

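Most genes of vacuolar proteolysis and of the proteasome were higher with Myr at 5 h on TPM as deposited. PRB1, for vacuolar proteinase B, went from 17.2 ± 1.84 TPM (SD, n = 3) in vehicle to 121 ± 18.9 TPM with Myr at 5 h, a log2 fold change of 2.74 (SE 0.15, adjusted p = 3.9e-15 from limma). PEP4, for proteinase A, had 1.78 (SE 0.09) and APE1, for aminopeptidase I, 1.73. Of 9 vacuolar protease genes 8 were higher and 0 lower at 5 h (8 when adjusted over the list alone, 7 higher and 1 lower after median centring), with a median of 1.13, and 6 were higher at 6 h (5 higher and 1 lower after median centring). By camera these genes stood above others at 5 h with a preset correlation (adjusted p = 1.1e-05), but not with an estimated one (adjusted p = 0.48 with an estimated correlation).
Of 34 proteasome genes 31 were higher and 0 lower at 5 h (31 when adjusted over the list alone), with a median of 0.41. RPN4, for the transcription factor of proteasome genes, had 0.66 (SE 0.12), and RPN2 and RPT3, for subunits of the regulatory particle, 0.58 each. After median centring 11 were higher and 2 lower, and the list did not stand apart from other genes by camera (adjusted p = 0.11). At 6 h 2 were higher and 0 lower, and 1 and 1 after median centring. Early on the proteasome genes went the other way: 0 were higher and 11 lower at 1 h (25 lower when adjusted over the list alone, 28 after median centring, 0 after spike-in scaling, 4 to 6 without single libraries of that hour other than the Myr library A), and 0 and 5 at 2 h (5 lower when adjusted over the list alone, 21 after median centring, but 33 higher and 0 lower after spike-in scaling). By camera they stood below other genes at 1 h with a preset correlation (adjusted p = 2.9e-16), but not with an estimated one (adjusted p = 0.47 with an estimated correlation). Averaged over 1 to 6 h 10 were higher and 3 lower (18 and 3 when adjusted over the list alone), and 1 and 16 after median centring.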

The potential biological significance of the *UBI4* transcript pattern may relate to our previous analyses of Mup1-pHluorin trafficking. We found that the fluorescent signal decreases in the PM more rapidly during the 4–7 h time-frame in Myr-treated cells, in a dose-dependent manner, which requires ubiquitin conjugation for endocytosis to occur [7].

**Figure 4:**
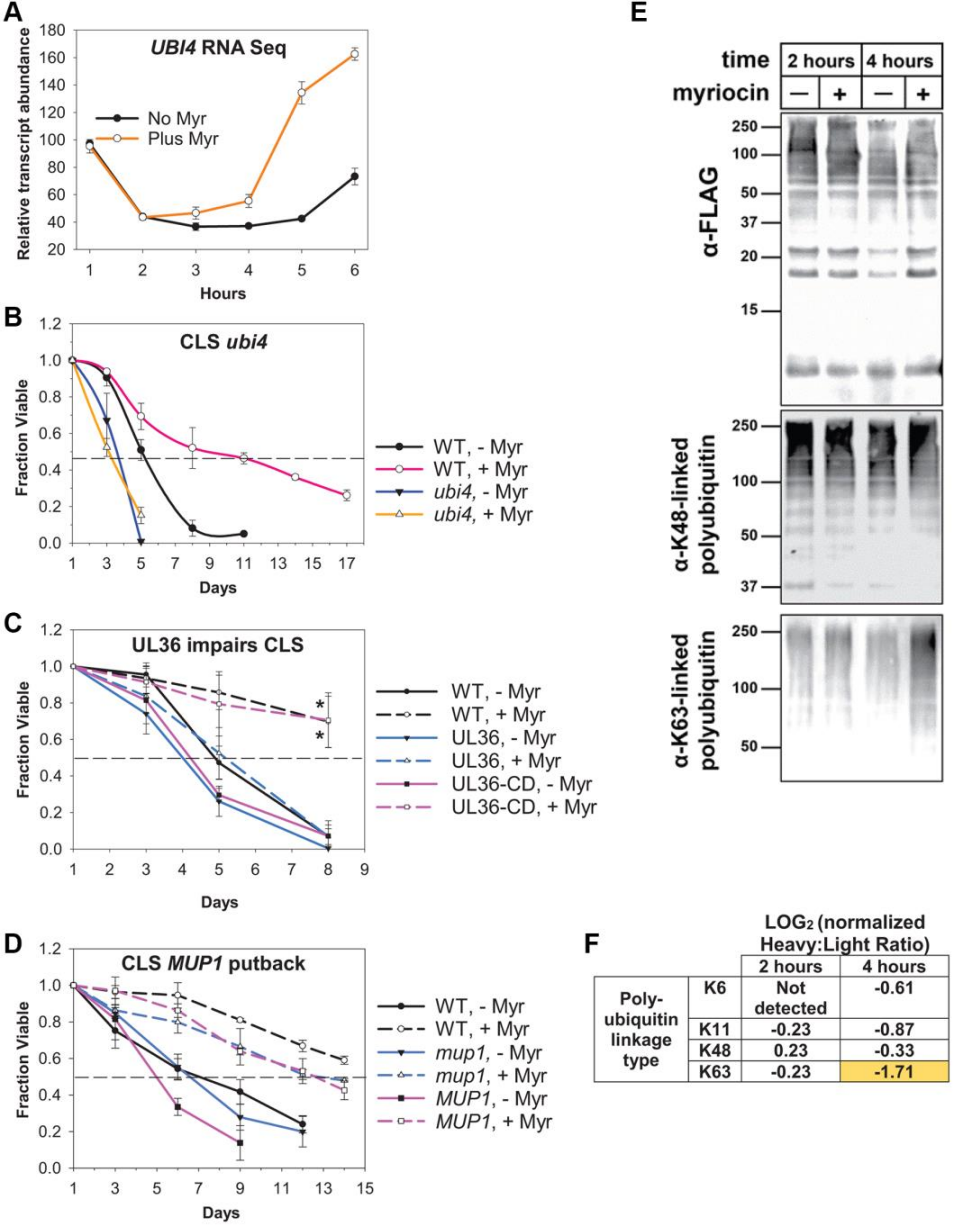
**Ubiquitin plays a central role in Myr-enhanced longevity.** (**A**) Summary of the relative abundance of *UBI4* transcripts across the 1–6 h time frame in Myr-treated or untreated cells. (**B**) CLS assay showing decreased survival of untreated (- Myr) *ubi4Δ* cells verses WT (BY4741) untreated cells and the complete lack of Myr-enhancement of lifespan in *ubi4Δ* cells compared to strong enhancement in WT cells. Error bars: SD (*N* = 3). (**C**) Data showing that removing ubiquitin from Mup1 impairs Myr-enhanced CLS. Cells having Mup1-pHlurion tagged with a UL36 deubiquitinase domain (DUB) are not able to respond to Myr treatment and enhance CLS. In contrast, replacing catalytically active UL36 with a catalytically dead UL36 domain (UL36-CD) restores Myr-enhanced lifespan. WT = BY4741 Mup1-pHluorin cells. Statistical significance at day 8 was determined (Student’s *t*-test) for Myr-treated WT vs. UL36 and UL36-CD vs. UL36 cells: *p*-values ≤ 0.024 and 0.032, respectively. Error bars: SEM (*N* = 3). (**D**) Lifespan assays reveal that deletion of *mup1* does not impair Myr-enhanced longevity. WT (BY4741) and *MUP1* putback (*mup1* allele replaced by *MUP1*) are control strains for the presence of a functional *MUP1* gens. Error bars: SEM (*N* = 3). (**E**) Affinity purified ubiquitin (from a yeast strain encoding N-terminally FLAG-tagged ubiquitin at two native, chromosomal ubiquitin genes) and blotted for total ubiquitin (top panel) captured as well as K63- and K48-linked polyubiquitin (middle and bottom panels, respectively) in cells treated on not treated with Myr after 2 or 4 h of cell growth. (**F**) SILAC-MS analysis of untreated (Heavy) or myriocin-treated (Light) yeast cells at the indicated time point. Heavy:Llight ratio quantifies relative abundance between the two samples. In this experiment, a negative LOG value indicates increased abundance in the myriocin-treated sample (and vice versa). All measurements were normalized to the Heavy:Light ratio for total ubiquitin (unmodified peptides), which did not significantly differ with Myr treatment at either 2 or 4 h post-myriocin treatment.

To determine if ubiquitination has roles in Myr-enhanced chronological lifespan (CLS), we examined untreated *ubi4Δ* cells and found a faster loss of viability compared to untreated BY4741 cells (Figure 4B, 50% survival day 3 vs. day 5, respectively). Additionally, the CLS of *ubi4Δ* cells treated with Myr does not increase and remains the same as untreated cells. Untreated wild-type (WT, BY4741) cells show 50% survival at day 5–6 which is extended to day 11 by Myr treatment (AUC, 95% CI: −6.828 to −2.840, *p*-value = 0.0025). From these data we conclude that *UBI4* is required for Myr to enhance CLS.

Since ubiquitin has many functions, we studied its role in ubiquitin-mediated endocytosis of Mup1 using the same strains as used in our published analyses of endocytosis [7]. Specifically, CLS was assayed using cells with chromosomal *MUP1* tagged with pHluorin-UL36 (catalytic active or catalytic dead, CD). UL36 is a viral deubiquitinase (DUB) that can reverse localized ubiquitin conjugation activity, thus protecting the fusion protein from ubiquitin-mediated degradation or trafficking events [30]. CLS is strongly enhanced by Myr treatment in two of these strains, namely WT cells (BY4741, *MUP1*-pHluorin) and cells with the catalytically dead UL36-CD domain (*MUP1*-pHluorin-UL36-CD) (Figure 4C, AUC of Myr-treated vs. untreated cells, 95% CL: −2.710 to −1.018, *p*-value = 0.0036 for WT and CI: −3.450 to −1.346, *p*-value = 0.0032 for UL36-CD). These significance values are probably an underestimate because both strains tend to regrow or gasp after day 8 which is why data are not shown beyond this time point. In contrast, CLS is only slightly enhanced by Myr treatment in cells with a catalytically active UL36 domain (Figure 4C, AUC, 95% CI: −1.864 to −0.0284, *p*-value = 0.05). Statistical significance was also evaluated by using a *t*-test for the day 8 survival values for Myr treated cells: WT vs. UL36 (*p*-value = 0.024) and UL36-CD vs. UL36 (*p*-value = 0.032). Taken together, these data show that Myr-enhanced longevity depends on Mup1 ubiquitination.

Our results reveal that Myr-enhanced longevity is prevented by Mup1 deubiquitination, which is a gain-of-function condition since it promotes PM stability. To determine how *MUP1* loss of function affects drug-enhanced longevity, we compared the CLS of *mup1Δ* cells to wild-type cells and cells with the *mup1Δ* allele replaced with wild-type *MUP1*. Myr treatment significantly enhanced CLS in each of the three strains (Figure 4D, for WT BY4741, *mup1Δ* and *MUP1* the AUC for Myr-treated vs. untreated cells, *p*-values ≤ 0.009, 0.026 and 0.0024, respectively). The viability curves for untreated *mup1Δ* and *MUP1* cells do not differ significantly (AUC, 95% CI: −1.682 to 0.860, *p*-value = 0.42). We conclude from these data that deleting *MUP1* does not prevent Myr-enhanced longevity.

Given the increased *UBI4* transcript level after 4–6 h of Myr treatment (Figure 4A), we hypothesized that Myr treatment might affect total ubiquitin and its cellular distribution. To test this, we affinity purified FLAG-ubiquitin (from yeast cells harboring N-terminal FLAG fusions at two endogenous ubiquitin-encoding loci (*RPS31* and *RPL40B*)) from untreated or Myr-treated yeast cells. Immunoblot analysis revealed that Myr treatment for 2 h or 4 h did not significantly alter the amount of FLAG-ubiquitin recovered or the amount of K48-linked ubiquitin polymers recovered (Figure 4E). In contrast, we observed a significant increase in K63-linked ubiquitin polymers after 4 h of Myr treatment (Figure 4E, right lane in bottom immunoblot), suggesting that increased conjugation of ubiquitin in K63-linked polymers is part of the cellular response to depletion of sphingolipids.

To confirm this result, and to resolve other linkage types, we performed *s*table *i*sotope *l*abeling with *a*mino acids in cell *c*ulture (SILAC) on yeast cells and subjected heavy-labelled and light-labelled cells to mock-treatment and Myr-treatment, respectively. At 2 hours and 4 hours of treatment, we collected cells, prepared lysates, and affinity purified FLAG-ubiquitin, followed by mixing, tryptic digestion, and processing of peptides for analysis by mass spectrometry. This SILAC-MS analysis resolved various peptides corresponding to the different linkage types of ubiquitin polymers, including K6-linked, K11-linked, K48-linked, and K63-linked polymers. Interestingly, we detected only modest changes in linkage types after 2 hours of Myr treatment, while 4 hours of Myr treatment resulted in increased formation of several polymer types, most notably for K63-linked ubiquitin polymers (Figure 4F). This finding is consistent with the immunoblot results shown in Figure 4E, confirming that yeast cells increase the formation of K63-linked ubiquitin polymers in response to Myr treatment. Taken together, these results suggest that yeast cells respond to Myr treatment by remodeling ubiquitin pools, partly by increasing production of ubiquitin via transcription of *UBI4* and partly by deploying existing ubiquitin pools to promote increased formation of K63-linked ubiquitin conjugates.

## DISCUSSION

We performed transcriptomics analysis to determine if Myr treatment caused a major transcriptional shift during a specific time-frame and to search for novel processes or pathways required for Myr-enhanced longevity. From our analysis, we are able to draw several conclusions. First, the major effect of Myr treatment is to up-regulate gene transcription (Figures 1D and 2B and 2C - heatmaps and graphs). Second, transcription is robustly up-regulated after 5 to 6 h of Myr treatment when the majority of cells advance through the second cell division cycle [7] (Figure 2B and 2C). 

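At 1 h a few methionine and transport genes were lower in Myr-treated cells. SAM2, for S-adenosylmethionine synthetase, had a log2 fold change of -0.90 (SE 0.17, adjusted p = 4.3e-04 from limma), MET16, of sulfate assimilation, -0.55, and SAM3, for the S-adenosylmethionine permease, -0.82 (SE 0.09). After spike-in scaling these had -0.56, -0.23 and -0.50 and did not pass the test (adjusted p = 0.13, adjusted p = 0.35 and adjusted p = 0.097). By the two-way test on TPM SAM2, at -0.92, did not pass either (adjusted p = 0.30). PUT4, the proline permease gene, was higher at 0.84 (SE 0.14). Of 28 genes of methionine and sulfur metabolism 0 were higher and 6 lower at 1 h (6 when adjusted over the list alone), 11 lower after median centring, 0 after spike-in scaling and 4 without the Myr 1 h library C, whose ribosomal RNA share of 0.590% stands apart from 0.0667% and 0.0828% in its replicates. By camera the list stood below other genes with a preset correlation (adjusted p = 5.6e-05), but not with an estimated one (adjusted p = 0.87 with an estimated correlation). Of 21 amino acid permeases 2 were higher and 4 lower at 1 h, and 2 and 0 after spike-in scaling.
In other pathways of amino acid synthesis, of 12 branched-chain synthesis genes 0 were higher and 0 lower at 1 h, and likewise of 13 aromatic synthesis genes. At an unadjusted p under 0.05 from limma these lists had 2 and 1 genes. After median centring 3 branched-chain genes were higher and 0 lower, and 0 aromatic genes were higher and 2 lower. At 2 h 9 permeases were higher and 0 lower (10 and 0 when adjusted over the list alone), 6 and 2 after median centring, but 4 without the vehicle 2 h library C, 2 without the vehicle library D, 5, 4 and 2 without the Myr libraries A, B and C in turn. At that hour 1 methionine gene was higher and 0 lower (5 and 0 at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone), but 1 and 4 after median centring and 27 and 0 after spike-in scaling.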

Third, transcriptional changes are not the major statistically significant force promoting initial amino acid pool lowering since there is no enrichment for genes involved in amino acid metabolism in transcript patterns (Figure 1C and 1D). Additionally, enrichment analysis of genes in the Interaction group (Figure 2C) found enrichment for several amino acid metabolic pathways and transmembrane transporters (Supplementary Table 2, Tabs labelled INTERACTION group and 314 Metabolic pathways – see yellow highlighting), but these genes are mostly up-regulated by Myr treatment, suggesting that cells are attempting to increase amino acid pool size. Furthermore, correlation analysis found an anticorrelation or negative relationship between gene modules and amino acid pool sizes (Figure 3A). For example, the large Turquoise module containing genes up-regulated across the 1–6 h time-frame (Figure 3F) reveals enrichment for metabolic pathways including ones for amino acid metabolism (Figure 3G and Supplementary Table 3, tab labelled GO terms Turquoise module). Notably, we showed previously [7] that amino acid pool lowering, starting after about 2 h of cell growth, is at least partly due to inactivation of amino acid transporters at the PM following Myr treatment. Fourth, ubiquitination of the methionine transporter Mup1 at the PM is vital for Myr-enhanced longevity (Figure 4B, 4C). However, we cannot altogether exclude a role for transcription of a small number of genes as playing roles in reducing or maintaining smaller amino acid pools. Lastly, Myr treatment strongly up-regulates K63-linked ubiquitination of proteins (Figure 4E, 4F). Importantly, we have also recently reported that reducing sphingolipid synthesis inhibits the endocytosis of many nutrient transporters, while specifically promoting endocytic clearance of the methionine transporter Mup1 [31]. Taken together, our analysis reveals a complex cellular response to Myr that involves modulation of several biological processes including endocytic trafficking, proteostasis, and amino acid homeostasis.

The transcriptomics data presented here provide a valuable resource not only for constructing a more mechanistic understanding of how Myr treatment reprograms yeast cells to live longer, but it also provides a strategy for discovering new mechanisms to promote longevity. For instance, GO terms involving transcription are highly enriched in the D(↑) temporal pattern (Table 1, genes in this pattern are listed in Supplementary Table 2) where they represent 4 of the 6 top GO terms. Many of these encode transcription regulators including *GCN4* whose transcription is up-regulated by amino acid starvation in order to promote de novo amino acid biosynthesis [32]. Thus, the failure of cells to increase amino acid pools in response to increased *GCN4* transcription implies activation of non-transcriptional mechanisms by Myr treatment to lower and maintain smaller amino acid pools. 

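GCN4, the transcriptional activator of amino acid synthesis genes, was higher in Myr-treated cells by 0.29 on the log2 scale averaged over 1 to 6 h (SE 0.05, adjusted p = 1.3e-05 from limma). It had neither a time effect (adjusted p = 0.083) nor an interaction (adjusted p = 0.53), which places it in the Drug sector. GCN4 is YEL009C and lies on chromosome V of R64 from 138918 to 139763. At 3 h it was 706 ± 133 TPM (SD, n = 3) in vehicle and 924 ± 18.7 TPM with Myr, a log2 fold change of 0.40 (SE 0.12, adjusted p = 0.020 from limma). At 5 h it was 695 ± 119 and 883 ± 36.8 TPM, a log2 fold change of 0.36 (adjusted p = 0.015). At 1 h and 6 h, at 0.23 (adjusted p = 0.41) and 0.07 (adjusted p = 0.71), it did not pass the test. At 3 h it was not called without the vehicle library A (0.35, adjusted p = 0.11) or B (0.31, adjusted p = 0.13) or the Myr library A (0.39, adjusted p = 0.072) or B (0.42, adjusted p = 0.062). At 5 h it was not called without the vehicle library A (0.21, adjusted p = 0.18) or the Myr library C (0.32, adjusted p = 0.056). After median centring GCN4 was at 0.15 at 3 h (adjusted p = 0.17) and 0.05 at 5 h (adjusted p = 0.63), and it passed the test at 1 h, at 0.23 (adjusted p = 0.029).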

The GO term Metabolic Pathways (314 genes) was enriched in the Interaction group during a part or all of the 1–6 h time-frame (Figure 2C, Supplementary Table 2, INTERACTION group and 314 genes Metabolic pathways tabs). Functional enrichment analysis of these 314 genes identified KEGG pathways for carbon metabolism, secondary metabolites, amino acid metabolism (tryptophan, methionine, branched-chain amino acids, lysine, arginine, proline, histidine) and other types of metabolism as being significantly enriched. Several of these pathways have known roles in longevity (e.g., methionine, branched-chain amino acids, glycogen, trehalose metabolism, etc.), suggesting that the Myr-sensitive pathways defined in this work are novel but include elements of pathways defined in prior work as having roles in longevity. 

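Genes of trehalose and glycogen metabolism, which make and break down storage carbohydrates, were all higher with Myr at 5 h. TSL1 and TPS2, of trehalose synthesis, had log2 fold changes of 2.19 (SE 0.15, adjusted p = 3.5e-13 from limma) and 2.04 (SE 0.13), and PGM2 and GPH1, for phosphoglucomutase and glycogen phosphorylase, 1.64 each. All 16 genes were higher at 5 h (16 when adjusted over the list alone, 14 after median centring), with a median of 1.06, and 10 at 6 h (13 when adjusted over the list alone). By camera they stood above other genes at 5 h with a preset correlation (adjusted p = 3.2e-08), but not with an estimated one (adjusted p = 0.51 with an estimated correlation).
Many genes of methionine and branched-chain amino acid synthesis were higher at 5 h on TPM as deposited, fewer after median centring. MET14 and MET3, of sulfate assimilation, had log2 fold changes of 2.05 (SE 0.10) and 1.09, and LEU1 and OAC1, of leucine synthesis, 1.61 (SE 0.16) and 0.94. Of 28 genes of methionine and sulfur metabolism 22 were higher and 0 lower at 5 h (23 when adjusted over the list alone), 9 and 1 after median centring and 13 and 1 without the vehicle 5 h library A. Of 12 branched-chain genes 7 were higher and 0 lower (7 when adjusted over the list alone), 4 and 3 after median centring and 4 and 0 without the vehicle 5 h library A. At 6 h 1 branched-chain gene was higher and 3 lower, among them ILV5 at -0.53, 1 and 6 after median centring, and after spike-in scaling 1 was higher and 0 lower, with ILV5 at -0.20 (adjusted p = 0.38). By camera neither list stood apart at 5 h (adjusted p = 0.13 and adjusted p = 0.56).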

Endocytosis is another GO term found to be highly enriched in the Interaction analysis of transcripts across the 1–6 h time-frame (Supplementary Table 2, INTERACTION group tab). GO term analysis of this group of 54 genes found enrichment for genes involved in ubiquitin-mediated endocytosis which provide clues to identify the proteins, lipids and cellular machinery controlling the Myr-induced endocytosis of Mup1 that we previously observed [7]. 

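Genes of the endocytic coat and actin patch, which drive endocytosis at the plasma membrane, were all higher in Myr-treated cells at 5 h. VRP1, for verprolin, went from 10.9 ± 0.845 TPM (SD, n = 3) in vehicle to 33.2 ± 5.97 TPM with Myr, a log2 fold change of 1.51 (SE 0.15, adjusted p = 1.8e-09 from limma). CAP1, of the actin capping protein, had 1.33, ABP1, an actin-binding protein gene, 1.30 and SAC6, for fimbrin, 1.29. All 44 genes were higher at 5 h (44 when adjusted over the list alone, 40 after median centring), with a median of 0.93, and 29 at 6 h (37 when adjusted over the list alone, 33 after median centring). By camera they stood above other genes at 5 h with a preset correlation (adjusted p = 2.8e-12), but not with an estimated one (adjusted p = 0.76 with an estimated correlation).
ESCRT genes, which sort ubiquitinated membrane proteins into the vacuole, had 17 of 20 higher and 0 lower at 5 h (18 when adjusted over the list alone, 13 after median centring), led by VPS36 at 1.58 (SE 0.12) and HSE1 at 1.05. Their camera test gave adjusted p = 0.0082 with a preset correlation and adjusted p = 0.91 with an estimated correlation. Of 18 genes for the ubiquitin ligase Rsp5 and its adaptors 14 were higher and 0 lower (14 when adjusted over the list alone), led by the arrestin genes ROD1 at 1.05 (SE 0.11) and ECM21 at 0.96. After median centring 8 were higher and 3 lower, and camera gave adjusted p = 0.20.
MUP1, the methionine transporter gene, is YGR055W and lies on chromosome VII of R64 from 599417 to 601141. At 1 h it was 158 ± 14.8 TPM in vehicle and 98.8 ± 1.32 TPM with Myr, a log2 fold change of -0.67 (SE 0.10, adjusted p = 1.3e-05). It was higher with Myr at 3 h, at 0.41 (adjusted p = 0.0073), and at 5 h, at 0.23 (adjusted p = 0.042), and at 6 h it did not pass the test, at -0.13 (adjusted p = 0.37). MUP1 was not called at 3 h without the vehicle library A (0.35, adjusted p = 0.064) or B (0.37, adjusted p = 0.057) or the Myr library B (0.35, adjusted p = 0.052), nor at 5 h without the vehicle library A (0.17, adjusted p = 0.20) or the Myr library B (0.22, adjusted p = 0.091) or C (0.18, adjusted p = 0.17). After median centring it was at 0.15 at 3 h (adjusted p = 0.23) and -0.08 at 5 h (adjusted p = 0.47), which did not pass the test, and was called lower at 6 h, at -0.25 (adjusted p = 0.0245), and after spike-in scaling at -0.32 at 1 h (adjusted p = 0.21).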

Detailed analysis of the gene interaction network shown in Figure 3B should aid in identifying the most important Node/Hub genes along with their edges potentially involved in controlling Mup1 endocytosis. Lastly, a novel feature of the Interaction group is enrichment of GO terms representing nearly every cellular component, many of which are membrane-bound (Supplementary Table 2, INTERACTION group tab). We hypothesize that Myr treatment starts early (~ 5 h or the second cell division) to widely and coordinately rewire cellular physiology towards enhanced longevity well before many hallmarks of aging and longevity are detectible. For instance, we previously showed that autophagy begins after 3–5 cell divisions [27] whereas many autophagy genes in the INTERACTION group are strongly up-regulated in the second cell division (4–5 h) following Myr treatment. 

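Genes of autophagy were higher in Myr-treated cells at 5 h, and a few already at 4 h. ATG8, whose product is joined to the autophagosome membrane, was 25.8 ± 3.64 TPM (SD, n = 3) in vehicle and 79.7 ± 7.40 TPM with Myr at 5 h, a log2 fold change of 1.60 (SE 0.13, adjusted p = 4.2e-11 from limma). ATG40, a receptor gene for autophagy of the endoplasmic reticulum, had 1.85 (SE 0.12), ATG29, of the initiation complex, 1.53 (SE 0.22) and ATG34, another receptor gene, 1.46. At 4 h ATG40 had 1.15 and ATG8 0.67, but ATG8 did not pass the test when that hour was fitted on its own (adjusted p = 0.13). At 6 h ATG41 was lower, at -0.91.
Of 37 autophagy genes 31 were higher and 1 lower at 5 h (32 and 1 when adjusted over the list alone, 24 and 3 after median centring), 5 and 0 at 4 h (2 and 0 after median centring) and 13 and 1 at 6 h. The median at 5 h was 0.62. By camera the list stood above other genes at 5 h with a preset correlation (adjusted p = 5.5e-04), but not with an estimated one (adjusted p = 0.87 with an estimated correlation). The study's own list of 34 autophagy genes, chosen on these samples and so not independent evidence of direction, had 32 higher and 1 lower at 5 h and 7 and 0 at 4 h (13 when adjusted over the list alone). At 4 h these lists had 2 and 4 genes higher without the vehicle library B, 8 and 11 without the vehicle library C and 11 and 16 without the vehicle library D.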

Our transcriptomics dataset will be a valuable resource for determining if coordinated rewiring is promoted by cell cycle mechanisms or cross-talk between cellular components or by both mechanisms.

In addition to the limitations inherent in WGCNA, pattern and pathway analyses such as genes not falling into any category, there are other potential limitations in our analyses to consider. For example, improved detection and resolution of drug effects might be obtained with increased cell cycle synchronization, more time points and more sample replicates but these are not likely to alter the overall results of this work. Additionally, analysis of transcripts before 1 hr might identify potential mechanisms for maintaining smaller amino acid pools in drug-treated cells. Adding Myr after cells have reentered the cell division cycle would be an alternative approach for studying early effects of Myr on transcription, but integrating such data with results presented here and in our earlier studies could be difficult [7, 27, 29].

Healthy proteostasis relies on proper functioning of protein degradation networks to maintain proteome quality control and prevent accumulation of misfolded and damaged proteins. Thus, a decline in proteostasis is a hallmark of aging and age-related diseases [33]. Analysis of the yeast transcriptional response to Myr treatment revealed a significant induction of the mRNA transcript encoded by *UBI4* (Figure 4A) – one of four genes in the yeast genome encoding for ubiquitin. The other three [34] ubiquitin genes (*RPS31*, *RPL40A*, and *RPL40B*) encode ubiquitin fusions to ribosomal subunits and generate most cellular ubiquitin in normal growth conditions, which inherently couples the translational and degradative capacities in the cell. By comparison, *UBI4* encodes a linear (heat-to-tail) ubiquitin pentamer that does not contribute significantly to the total pool of ubiquitin in normal growth conditions. However, in conditions of heat stress, oxidative stress, or starvation *UBI4* is transcriptionally induced which serves to increase the degradation capacity of the cell and uncouple it from ribosome biogenesis and translational capacity [34, 35]. Thus, our observation that Myr induces transcription of *UBI4* but not the other genes encoding ubiquitin (transcript levels of other ubiquitin genes can be displayed by using the ‘Graph Reporter’ tab in Supplementary Table 1) is suggestive of a proteotoxic and/or starvation stress response involving activation of protein degradation networks and sizeable proteome remodeling. 

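The genes that encode ubiquitin fused to a ribosomal protein were not raised by Myr at 5 h on TPM as deposited. RPL40A and RPL40B were after spike-in scaling, but by less than the median over all genes. RPS31 (YLR167W, chromosome XII of R64 from 498947 to 499405) was 6457 TPM in vehicle and 5149 TPM with Myr, a log2 fold change of -0.32 (SE 0.09, adjusted p = 0.0048 from limma). RPL40A (YIL148W, chromosome IX from 68708 to 69528) had 0.13 (SE 0.07, adjusted p = 0.12), and RPL40B (YKR094C, chromosome XI from 617996 to 618750) was 2238 ± 229 TPM (SD, n = 3) in vehicle and 2241 ± 175 TPM with Myr, a log2 fold change of 0.00 (SE 0.09, adjusted p = 0.97). RPL40A and RPL40B encode the same protein and may share reads. RPS31 was also lower at 3 h, at -0.25 (adjusted p = 0.034), but after median centring, at -0.51, it did not pass the test (adjusted p = 0.060).
Over 1 to 6 h these 3 genes had 0 calls higher and 2 lower, both of RPS31. After spike-in scaling they had 11 calls higher and 0 lower: at 5 h RPL40A was at 0.63 (adjusted p = 0.0018), RPL40B at 0.50 (adjusted p = 0.0133) and RPS31 at 0.17 (adjusted p = 0.29), and at 3 h RPS31 was at 0.56 (adjusted p = 0.0011). These lay below the median over all genes after that scaling, 0.81 at 5 h and 1.07 at 3 h. RPL40B was at -0.31 at 5 h after median centring (adjusted p = 7.6e-04) and RPL40A at 0.19 without the vehicle 5 h library B (adjusted p = 0.042). RPS31 was not called at 5 h without the vehicle library A (-0.24, adjusted p = 0.055), nor at 3 h without the vehicle library A (-0.25, adjusted p = 0.12) or B (-0.18, adjusted p = 0.19) or the Myr library A (-0.23, adjusted p = 0.11) or B (-0.25, adjusted p = 0.092). Without the vehicle 4 h library B the 3 genes had 4 calls lower.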

The importance of *UBI4* in Myr-enhanced longevity is underscored by our finding that the CLS of untreated *ubi4Δ* yeast cells decreased compared to WT cells and was not significantly enhanced by Myr treatment (Figure 4B). In addition, our finding that cells with chromosomal *MUP1* tagged with pHluorin-UL36 fail to show Myr-enhanced CLS (Figure 4C) suggests a novel role for ubiquitination in longevity. Importantly, we previously reported that UL36 fusion to Mup1 impedes its Myr-induced endocytosis [7], underscoring the linkage of ubiquitin-mediated endocytosis of Mup1 to Myr-mediated longevity. One limitation of this analysis is the potential for proximal effects on other proteins in the vicinity of the Mup1-pHluorin-UL36 protein [30, 36]. Thus, we cannot exclude the possibility that ubiquitination of Mup1-associated factors is critical for Myr-mediated longevity. Future studies will be required to evaluate if such proximal effects are involved in the impairment of Myr-enhanced lifespan. The outcomes of these studies will potentially provide new targets or strategies for improving human healthspan.

## MATERIALS AND METHODS

### Strains, culture conditions, lifespan assays and statistical significance

Strains (Table 3), culture conditions, lifespan assays and their statistical significance were similar to ones described previously [7]. Specifically, yeast cells, made prototrophic by transformation with pHLUM (carries *HIS3*, *LEU2*, *URA3* and *MET*, Addgene, Watertown, MA, USA [37]) and stored at −80°C, were streaked onto minimal glucose plates and incubated at 30°C for 3 days. One to three colonies were inoculated into 5 ml of SD complete medium (SDC) [38] and incubated on a gyratory water bath shaker for 18–24 h at 30°C. Typical culture densities were 7–9 A600 nm/ml (1.5 × 10^7^ cells/A600 nm). Cells were diluted into 25 ml fresh SDC warmed to 30°C in a 125 ml long-neck flask, containing vehicle (EtOH) or Myr (details described in the next paragraph), to give a starting cell density of 0.15 A600 nm. Flasks were incubated at 30°C on a gyratory air-bath shaker (200 rpm). After 72 h of incubation cells were diluted (1:50 × 1:100) and from 10 to 40 μL was spread on a YPD plate [38] and incubated 48–72 h at 30°C followed by colony counting. CLS assays were performed at least twice using triplicate cultures. Concentrations of Myr used in CLS assays ranged from 475–525 ng/ml depending on the sensitive of strains compared to wild-type, prototrophic BY4741. Drug-sensitivity was measured by culture density (A600 nm) after 24 h of growth using cultures started at 0.15 A600 nm units of cells/ml. All BY4741 yeast strains used for lifespan assays and for RNA extraction were made prototrophic by transformation with the pHLUM plasmid. The DUB (UL36) fusion yeast strains used in this study were generated by homologous recombination in BY4741 and SEY6210 background strains using the reagents and strategy previously described (Hepowit et al. 2022). The *MUP1* knock-in strain (NHY945) was generated in BY4741 by swapping the endogenous *MUP1* coding region with NATMX (NHY930), shuffling the chromosomally integrated *NATMX* with *URA3* (NHY938.1), and snipping out *URA3* by homologous reintegration of a PCR-amplified *MUP1* coupled with counter selection on 5-fluoroorotic acid (5-FOA) synthetic media plate. A two-tailed Student’s *t*-test and Area Under the Curve (AUC) (Sigma Plot) were used to evaluate statistical significance of CLS assays done with at least 3 biological replicates. Results were verified by one or more repeat experiments.

**Table 3:** Strains used in this study.

**Strain**	**Genotype**	**References**
BY4741	*MATa his3-Δ1 leu2-Δ0 ura3-Δ0 met15-Δ0*	[43]
SEY6210	*MATalpha leu2-2, 112 ura3-52 his 3delta200 trp1-delta901 lys2-801 suc2-delta9*	[44]
NHY413	SEY6210 *Mup1-pHluorin::NATMX*	[7]
NHY414	SEY6210 *Mup1-pHluorin::NATMX Vph1-MARS::TRP1*	[7]
NHY447	SEY6210 *Mup1-pHluorin-UL36(N-term 15-260 HSV1 UL36, active)::KANMX*	[7]
NHY431	SEY6210 *Mup1-pHluorin-UL36(N-term 15-260 HSV1 UL36 C40S, inactive)::KANMX*	[7]
RCD2073	BY4741 *MATa his3-Δ1 leu2-Δ0 ura3-Δ0 met15-Δ0 ubi4Δ::KAN*	[45]
NHY415	BY4741 *MATa his3-Δ1 leu2-Δ0 ura3-Δ0 met15-Δ0 Mup1-pHluorin (NATMX)*	This study
NHY425	BY4741 *MATa his3-Δ1 leu2-Δ0 ura3-Δ0 met15-Δ0 Mup1-pHluorin-UL36 (KANMX)*	This study
NHY426	BY4741 *MATa his3-Δ1 leu2-Δ0 ura3-Δ0 met15-Δ0 Mup1-pHluorin-UL36 catalytic dead (KANMX)*	This Study
NHY930	BY4741 *MATa his3-Δ1 leu2-Δ0 ura3-Δ0 met15-Δ0 Δmup1::NATMX*	This Study
NHY938.1	BY4741 *MATa his3-Δ1 leu2-Δ0 ura3-Δ0 met15-Δ0 Δmup1::URA3*	This Study
NHY938.2	BY4741 *MATa his3-Δ1 leu2-Δ0 ura3-Δ0 met15-Δ0 Δmup1::URA3*	This Study
NHY945	BY4741 *MATa his3-Δ1 leu2-Δ0 ura3-Δ0 MUP1 knockin*	This Study
JMY1312	SEY6210 *MATα arg4::KANMX FLAG-RPS3::TRP1, FLAG-RPL40B::TRP1*	[42]

Budding yeast mRNA-enriched profiles were generated from 42 individual samples of prototrophic BY4741 cells, including 3 replicates at 7 time points and 2 treatments (control and drug-treated). Culture conditions were similar to ones described previously (Hepowit et al. 2021, Aging) except for the following modifications. Prototrophic BY4741 yeast cells were grown in 200 ml of SDC culture medium in a 1 L flask with the medium heated to 30°C before addition of EtOH (final concentration of 0.3% for control samples). For drug-treated samples, myriocin was added after addition of EtOH to give final concentrations of 0.3% EtOH and 700 ng/ml myriocin. Lastly, cells from a saturated overnight culture were diluted into the 200 ml cultures to give an initial A600 nm units/ml of 0.15. Flasks were incubated at 30°C and 200 rpm on a rotary shaker. Control and myriocin-treated cells were harvested at time 0, 1, 2, 3, 4, 5 and 6 h (all time points for each replication were from the same culture flask).

### RNA extraction

Culture conditions, medium and prototrophic BY4741 cells were the same as for lifespan and amino acid pool assays [7]. RNA was extracted from 5 A600 nm unit/ml of yeast cells harvested by filtration on a membrane filter at each time point (1–6 h, Figure 1A) [7]. Filtered cells were washed once with 5 ml of ice-cold nanopure water and the filter was quickly transferred to a chilled 1.5 ml microfuge tube containing 0.5 ml cold nanopure water. Tubes were vortexed 10 sec followed by centrifugation for 15 sec. Supernatant fluid (450 μl) was transferred to a new tube and frozen in a dry-ice EtOH bath followed by storage at −80°C. Cold acid-washed glass beads (300 μl, 0.5 mm dia.) were added to a frozen cell pellet followed by addition of 300 μl of RLT buffer (RNAeasy mini kit, Qiagen, Germantown, MD, USA). Tubes were vortexed 5 min at room temperature and placed on ice for 1 min. After 4 cycles 300 μl of ice-cold RLT buffer was added followed by mixing and centrifugation at 13,000 × g for 2 min at room temperature. Supernatant fluid (450 μl) was transferred to a new microfuge tube and then mixed with 1 ml of 70% (v/v) EtOH before transfer to a RNeasy spin column and processed according to the manufacturer’s instructions. Processed samples were frozen in a dry-ice EtOH bath and stored at −80°C.

### RNA-seq analysis

RNA sequencing was performed on total RNA samples at the Roy J. Carver Biotechnology Center at the University of Illinois. Two different mixes of ERRC spike-in RNA controls were added to the samples; one mix for the control samples, and one mix for the drug-treated samples. Libraries were constructed with Illumina’s ‘TruSeq Stranded mRNAseq Sample Prep kit’. Each library was quantitated by qPCR and sequenced on one lane for 151 cycles from each end of the fragments on a HiSeq 4000 using a HiSeq 4000 sequencing kit version 1. Fastq files were generated and demultiplexed with the bcl2fastq v2.17.1.14 Conversion Software (Illumina). Each sample’s pair of fastq files were run through trimmomatic 0.36 to first remove any remaining standard Illumina PE v3 adapters, then trim bases from both ends with quality scores below 28, and finally to remove individual reads shorter than 30 bp and their paired read, regardless of length (parameters ILLUMINACLIP:/home/apps/trimmomatic/trimmomatic-0.36/adapters/TruSeq3-PE.fa:2:15:10 TRAILING:28 LEADING:28 MINLEN:30). Paired reads per sample were pseudo-aligned to the Yeast R64 transcriptome and 92 ERRC spike-in control sequences using Salmon 0.8.2 with parameters -l A –numbootstraps = 30 --seqBias –gcBias.

Resulting FASTQ files mapped to the yeast genome (R64), resulted in count files and normalized using the transcripts per million (TPM) algorithm [39] using WebMev [40]. Resulting data were downloaded as flat files and loaded into Excel for further analysis. From a total of 6198 mapped genes, 5169 were uniquely annotated with gene symbols and had sufficient non-zero readings for further analysis. The filtered data were analyzed by two-way ANOVA for the main effects of drug and time, as well as for interaction and assigned a *p*-value. A gene found to be significant in any of these three categories was referred to as differentially expressed (DEG). Significant by the time term or both the drug and time term, data were further analyzed by post-hoc pairwise Fisher’s protected Least Significant Difference (pLSD), and log 2-fold change comparison to further isolate the effects of drug over time.

To identify DEGs that change up or down over time we built a ‘template assignment tool’ that took each DEG and attempted to assign it to each of 63 patterns. The pattern to which a DEG fit best (by Pearson’s correlation, had to be R > 0.85) became the pattern to which it was assigned. This is reported in Figure 1C (99.86% of all DEGs were assigned to a template). To determine which templates had significantly more DEGs than expected by chance, we ran a binomial test- this is the basis for some templates being bolded and having an asterisk in Figure 1C- they had a binomial *p* < 0.01. The 12 patterns of expression that had more DEGs than expected by chance assigned to them explained the majority (77%) of all DEGs. Data have been deposited in the GEO (GSE199904) [NCBI tracking system #22817261]. GO terms were analyzed by using DAVID software [41] or online WebGestalt.

### Gene regulatory network using WGCNA

The WGCNA (v1.70-3) [28] was used to identify gene modules and build unsigned co-expression networks, which include negative and positive correlations. Briefly, WGCNA constructs a gene co-expression matrix, uses hierarchical clustering in combination with the Pearson correlation coefficient to cluster genes into groups of closely co-expressed genes termed modules, and then uses singular value decomposition (SVD) values as module eigengenes to determine the similarity between gene modules or to calculate association with sample traits (for example, incubation time or amino acid levels). The top 2,000 variable genes were used to identify gene modules and network construction. Soft power 8 was chosen by the WGCNA function pick SoftThreshold. Then, the function TOMsimilarityFromExpr was used to calculate the TOM similarity matrix via setting power = 8, networkType = "signed. The distance matrix was generated by subtracting the values from similarity adjacency matrix by one. The function flashClust (v.1.01) was used to cluster genes based on the distance matrix, and the function cutreeDynamic was utilized to identify gene modules by setting deepSplit = 3. Cytoscape (v.3.8.2) was applied for the network visualizations.

### Analysis of ubiquitin and its linkage types

For immunoblotting assays 5 A600 nm unit of cells were precipitated in 10% trichloroacetic acid on ice for 30 min. The protein precipitate was washed twice with ice-chilled acetone, lyophilized by vacuum centrifugation, and resuspended in urea sample buffer (75 mM Tris-HCl [pH 6.8], 6 M urea, 1 mM EDTA, 3% SDS, 20% glycerol, bromophenol blue), heated at 65°C for 5 min, and vortexed for 5 min. Proteins were separated by SDS-PAGE and transferred onto Immobilon-P^SQ^ membrane (0.2 μm; Millipore). Immunoblotting was performed using the following primary antibodies: anti-ubiquitin (1:10,000; LifeSensors; MAb; clone VU-1), anti-K48 (1:10,000; Cell Signaling; RAb; clone D9D5), and anti-K63 (1:4000; EMD Millipore; RAb; clone apu3). Secondary antibodies were anti-mouse (IRDye 680RD-Goat anti-mouse) or anti-rabbit (IRDye 800CW-Goat anti-rabbit) obtained from LI-COR Biosciences). Blots were scanned using Odyssey CLx and signal fluorescence was visualized using Image Studio Lite (LI-COR Biosciences). Ubiquitin linkage types in JMY1312 yeast cells were determined and quantified by SILAC-based mass spectrometry as previously described except for a change in the cell lysis buffer: 50 mM Tris-HCl [pH7.5], 150 mM NaCl, sodium pyrophosphate, 20 mM β-glycerophosphate, 2 mM sodium orthovanadate, 1 mM phenylmethylsulfonyl fluoride, 0.2% NP-40, 10 mM iodoacetamide, 20 μM MG132, 1 mM 1,10-phenanthroline, 1× EDTA-free protease inhibitor cocktail (Roche), 1× PhosStop (Roche) [42].

## Supplementary Materials

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

How the deposited data were processed for this re-analysis (not part of the article)

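The deposited values come from RNA-seq of 42 samples of prototrophic BY4741 yeast, 3 in each of 14 groups (vehicle or Myr, hourly from 0 to 6 h after dilution of a saturated culture). According to the paper's methods, cultures of 200 ml started at an A600 of 0.15 and grew at 30°C with 700 ng/ml Myr or its vehicle. The methods and the submitters' notes state how the deposited TPM (transcripts per 1000000) were made before deposit: the authors selected polyadenylated RNA with TruSeq Stranded mRNA kits, read paired ends over 151 cycles on a HiSeq 4000, called bases with bcl2fastq 2.17.1.14 and trimmed reads with Trimmomatic 0.36. They then assigned the reads with Salmon 0.8.2, with correction for sequence and GC bias and 30 bootstraps, to the R64 transcriptome and 92 spike-in sequences. Values of replicates were not pooled. Each of the 42 columns adds to 1000000 over its 6198 genes and spike-ins, as TPM must, and the fold changes of the study's first supplementary table, where at hand, equal ratios of these values in 3359 of 3360 cases.

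The treatment and hour of each column were read from its label, and 0 columns of samples were left unused. The column labels carry a culture letter (4 letters in vehicle, 3 with Myr) but no replicate number, while the sample labels number the replicates and carry no letter. Whether a letter marks a flask is not stated, and letters were not taken as flasks. Deviations from the group mean had a mean correlation of 0.0372 between hours of a letter within a treatment and of -0.0157 between other letters, but a fit with the letter as a random block estimated a correlation of 0.1801 over genes. Read counts are not in the table, so the depth of each library, and the counting error it gives, are unknown. Precision was taken from the replicates: libraries of a group differed from each other by a median of 0.06 to 0.52 on the log2 scale over genes (42 pairs of libraries).

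Computing was done in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Spike-ins were left out and genes with a mean of at least 1 TPM over the 36 libraries of 1 to 6 h were kept. A linear model with 12 group means was fitted by limma to log2(TPM + 1), with empirical Bayes moderation and a trend of the variance on the mean. The time term was averaged over treatments, the drug term over hours, and both and the interaction were tested at p of 0.01 or less. Myr was compared with vehicle at each hour at a Benjamini-Hochberg adjusted p under 0.05 within the hour. The 0 h comparison used a model of all 42 libraries. Temporal patterns were found by Pearson correlation of 6 hourly means with 10 templates and their mirror images, at a minimum R of 0.85, as in the paper's methods. The area under the UBI4 curve was taken by the trapezoid rule from hourly means of TPM and tested with 100000 permutations of treatments within hours. It could not be taken per flask as planned.

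Gene lists were tested with limma's camera at a preset correlation of 0.01 and, beside it, with an estimated correlation, adjusted over lists and hours. The 45 lists cover the pathways the paper discusses, other pathways of growth, nutrient uptake and stress, markers of other cell states, and signs of RNA quality. Of these, 44 had at least 2 measured members, and the list of mitochondrially encoded genes had none in the table. ARG5,6 was not matched to the annotation. Lists from the study's second supplementary table were counted apart, as the study chose them on these samples. Coding lengths and gene positions came from the R64 annotation, in which 99.2% of the coding models have a length divisible by 3.

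Genes were named by a rule: UBI4, RPS31, RPL40A, RPL40B, GCN4, MUP1 and the genes drawn in the heatmaps of Figs. 1D and 2B; at 5 h and 6 h the 10 largest changes in each direction among genes past the test with a mean of at least 10 TPM and all 3 Myr libraries on one side of all 3 vehicle libraries; at 0 to 4 h the 5 largest in each direction by the same rule; for each list described, up to 4 called members with the largest change; and the first 20 genes by the largest of their ranks in the 3 terms. A gene named outside this rule is said to be chosen after its values were seen.

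Chosen from the start were, as other ways of processing, a pseudocount of 0.1 or 10, no filter or a minimum mean of 10 TPM, median centring, spike-in scaling, no variance trend, a two-way test on TPM, each hour fitted on its own, an adjusted p under 0.05 for the 3 terms, templates on TPM or with no minimum R, an estimated correlation for lists, and the UBI4 area over 0 to 6 h, on log2(TPM + 1) or after scaling. Spike-in ratios were computed for spike-ins with a mean of at least 1 TPM and again for those of at least 10 TPM. Added after the data were seen were removal of a smooth trend on coding length (loess, span 0.5), leaving out the 4 libraries with RPL41A above 70000 TPM, the column letter as a random block, templates after median centring, templates and the two-way test both on TPM, counts of interaction genes at any fold, and leaving out each library in turn. A comparison that leaves 2 libraries in a group pools its spread with the other groups. Models with flask or replicate as a block could not be fitted, and a count model was not run because counts are lacking.

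The steps were tested on simulated data with 50 genes changed in each of 4 ways at 5 h. Of genes changed by 1 on the log2 scale 98.0% were recovered, of those changed by -1 96.0%, of those changed by 0.5 74.0% and of those changed by -0.5 66.0%. The random seed of this test was changed once after a first run. Over 20 seeds the recoveries ran from 92% to 100%, 92% to 100%, 60% to 74% and 58% to 84% in the same order. Of 5783 unchanged genes 5 were called at 5 h, and an interaction was called for 0.93% of them. Noise was simulated independently for each gene and library, with no shift of a whole library and no link between hours of a flask. The recoveries and false calls hold for such noise only, and do not carry over to the deposited libraries, where whole libraries shifted. Of 200 genes made to follow a template 99.5% received it. The protein, metabolite and lifespan measurements of the paper were not analysed here, since the deposited file holds RNA values.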

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

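The tests of explanations and the other splits of the samples in this part were chosen after the results were seen, while the interaction test, median centring and spike-in scaling were planned.

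ZPS1 and FLR1 had effects of Myr that differed between hours. ZPS1, a zinc-regulated gene, was 912 ± 196 TPM (SD, n = 3) in vehicle and 22.2 ± 1.21 TPM with Myr at 6 h, a log2 fold change of -5.28 (SE 0.13, adjusted p = 1.1e-23 from limma, lower in 3 of 3 Myr libraries), but at 5 h it was at -0.01 (adjusted p = 0.94). FLR1, a gene for a multidrug transporter, was 284 ± 46.1 TPM in vehicle and 20.2 ± 1.84 TPM with Myr at 1 h, a log2 fold change of -3.74 (SE 0.13, adjusted p = 4.3e-20, lower in 3 of 3 Myr libraries), and at 2 h it was at 0.01 (adjusted p = 0.97). The difference between hours was tested by the interaction (ZPS1 adjusted p = 4.7e-20, FLR1 adjusted p = 7.6e-17).

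The phosphate regulon is a signal among genes the paper does not discuss. At 5 h its 12 genes had a median log2 fold change of -1.81, with 10 lower and 1 higher (10 and 1 when adjusted over the list alone), and at 6 h -1.01, again with 10 lower and 1 higher. The gene that was higher is PHM8, at 0.45 at 5 h and 0.79 at 6 h, named after its values were seen. After median centring 0 were higher and 11 lower at 5 h, and after spike-in scaling 1 and 7.

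The 0 h libraries, which the paper does not analyse, were taken as cells were diluted from the saturated culture. Between Myr and vehicle 711 genes were called at 0 h, 494 higher and 217 lower. When the 0 h libraries were fitted on their own with limma, 0 were called, and 927 had an unadjusted p under 0.05. Without the vehicle 0 h library B 184 were higher and 97 lower, without the vehicle 0 h library D 873 were higher, and without the Myr 0 h library C 202 were higher. Without the Myr 0 h libraries A and B in turn, 119 and 99 were lower. Of the 10 ways to split these 6 libraries 3 against 3, the highest other split called 432 genes, and 10 splits are too few for a share under 0.05.

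The spike-ins, on which the paper reports no values, give a scale that TPM lacks. After spike-in scaling the median log2 fold change over all genes, averaged over 1 to 6 h, was 0.75. Spike-ins fell from 0 h by a log2 factor of -1.22 in vehicle and -2.05 with Myr at 2 h, and of -1.02 and -1.35 at 6 h. The ratios of Myr to vehicle ran from -2.52 to 0.81 over 34 spike-ins, which differ in amount between mix 1 and mix 2. Each treatment has its own mix and was scaled to its own 0 h libraries, and the nominal amounts in the mixes were not used. This scale between treatments therefore rests on the 3 libraries of each at 0 h.

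Among all genes an excess was higher with Myr: per library, the shift of all genes averaged 0.17 on the log2 scale (SE 0.04). No candidate cause tested accounts for the whole shift. It was 0.079 (SE 0.02) with short coding transcripts (under 400 nt) left out of the totals, 0.082 (SE 0.02) with ribosomal protein genes left out and 0.11 (SE 0.02) without the libraries rich in RPL41A. With both groups of genes left out it was 0.05 (SE 0.01), so a lower share of these transcripts with Myr may account for part of it. Whether that share differs through the drug, the growth stage or library preparation was not tested. More mRNA per total RNA with Myr, the reading of spike-in scaling, cannot by itself raise TPM this much. TPM add to 1000000 in each library, and spike-ins held 0.412% of them in vehicle and 0.386% with Myr at 1 to 6 h. Whether mRNA per total RNA differed is a separate question and stays open.

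UBI4, higher with Myr at 5 h, was still so after median centring, at 1.33 (SE 0.11), which argues against a shift of the whole library. Reads shared with other ubiquitin genes are an unlikely cause, as the highest of RPS31, RPL40A and RPL40B was at 0.13 (SE 0.07). The general stress response is a candidate explanation: after median centring 21 of 22 other targets of Msn2 and Msn4 were higher at 5 h, with a median of 1.17. Whether Msn2 and Msn4 act on UBI4 here was not tested.

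The changes with Myr at 5 h ran with those of later and saturated cultures, with r of 0.461 to the ratio of vehicle at 0 h to vehicle at 1 h. A coding-length trend is not the whole cause, since r was 0.473 with the trend removed, and Myr cultures at an earlier stage of growth are unlikely, since r to the change of vehicle from 4 to 6 h was 0.418. Myr cultures further along toward saturation are a candidate explanation for 5 h, and the paper describes a growth rate slowed by the drug. For 6 h the nearest vehicle hour cannot tell, since no later vehicle hour was sampled. Of 155 genes that at least doubled in vehicle from 4 to 6 h, 109 were higher and 7 lower at 5 h after median centring. But of 29 that at least halved, 5 were higher and 9 lower. Myr at 5 h also lay nearer vehicle at 6 h (root mean square difference of 0.400 on the log2 scale after median centring) than at 5 h (0.467), and r to the saturated culture was 0.28 at 6 h, but ZRT1 departs from this, at 63.9 TPM with Myr at 6 h beside 150 to 2448 TPM in vehicle at 0 to 6 h. The phosphate regulon departs at 5 h as well, on TPM as deposited. Its median log2 level was 4.569 with Myr, below the vehicle range of 5.151 to 6.947 at 0 to 6 h. A direct effect of the drug, named by the design, stays open beside a later stage of growth, untested.

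Other splits of the samples were drawn for the counts from 1 to 6 h, 100 for each of the 3 terms. For the drug effect (4195 genes) 1 split, the real one, was as large, and the highest other had 4127 and the median other 10. For the interaction (1355 genes) 3 splits were as large, the real one included, and the highest other had 2086 and the median other 12. For time (5176 genes) 1 was as large, and the highest other had 468. For time chance can be excluded at a share under 0.05. For the drug effect and the interaction the hours of a flask, which the paper states were sampled from 1 culture, share 1 treatment, and 3 flasks against 3 make 10 splits, too few for a share under 0.05. After median centring the highest other splits had 1466 for the drug effect (2660 genes) and 1733 for the interaction (2080 genes). At single hours 10 splits are too few for a share under 0.05: the real and highest other counts were 325 and 2 at 1 h, 1106 and 2 at 2 h, 2512 and 0 at 3 h, 423 and 0 at 4 h, 3360 and 0 at 5 h and 1378 and 0 at 6 h.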

How the results depend on the processing

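Leaving out single libraries, removing the coding-length trend, leaving out the 4 libraries rich in RPL41A, the column letter as a block, templates after median centring, and templates and the two-way test both on TPM were chosen after the data were seen, and the other settings were planned. No paired analysis was possible because the deposited columns carry no replicate number to join hours of a flask by. For the same reason flask as a random block, replicate number as a block and leaving out whole flasks were not run, and the area under the UBI4 curve was not tested per flask. A count model was not run, because the table holds TPM and no counts. Where a result changed below, the cause was not tested unless one is named. Sequencing depth is unknown, so what it limits cannot be given.

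Several results kept their direction and their side of the threshold, with counts within 1.5 times. Genes with any effect (5691) ranged from 4743 to 5903 over planned settings, the lowest with a mean of at least 10 TPM, where fewer genes are tested, and genes with a time effect (5176) from 4093 to 5491. Leaving out single libraries gave 5621 to 5734 and 5055 to 5409. UBI4 was higher with Myr under every planned setting at 5 h, from 1.33 to 2.14, and at 6 h, from 1.02 to 1.47. Its area between the curves (163) was 159 to 167 without single libraries, 129 over 0 to 6 h (permutation p = 0.0104), 116 median-centred, 741 with spike-in scaling (permutation p = 1e-05, the smallest possible) and 3.08 on log2(TPM + 1) (permutation p = 2e-05). Genes with a template (79.6%) were 81.0% on TPM. Of T10a, T01b, T10b, T&D01b and T&D10a, each moved by less than 1.5 times on TPM and with no minimum R, but after median centring only T10a did. Of genes named, 181 of 181 kept their call with a pseudocount of 0.1 or no variance trend, 180 of 181 with a pseudocount of 10 or no filter, 168 of 168 with a mean of at least 10 TPM, and 138 of 144 by the two-way test on TPM, with 6 weaker. When each hour was fitted on its own 126 of 144 did, with 18 weaker. Leaving out single libraries kept 2149 of 2196, with 46 weaker and 1 stronger.

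A pseudocount of 10 moved interaction genes past 2-fold, which it shrinks by construction. Higher genes at 1, 2, 4, 5 and 6 h went from 10, 6, 21, 313 and 103 to 2, 2, 11, 158 and 53, and lower genes at 2, 3, 4 and 6 h from 9, 5, 7 and 23 to 4, 1, 4 and 12. Genes lower at 0 h went from 217 to 334, and genes at or under 1e-16 in all 3 terms from 13 to 22. With no filter the latter were 6. With a mean of at least 10 TPM, where fewer genes are tested, interaction genes lower at 3 h went from 5 to 3. With an adjusted p under 0.05 for the 3 terms the Drug sector had 272 higher genes in place of 411.

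Median centring removes the shift of all genes (median 0.18 over 1 to 6 h) by construction. Genes with a drug effect went from 4195 to 2660, interaction genes from 1355 to 2080, genes with a time effect alone from 1204 to 2101, and the Drug sector from 411 higher and 55 lower to 48 and 145. Genes higher at 0, 1, 3 and 5 h went from 494, 145, 2355 and 3121 to 808, 456, 276 and 1399, and genes lower at 0 to 6 h from 217, 180, 149, 157, 57, 239 and 205 to 828, 303, 483, 293, 240, 1267 and 638. Interaction genes higher at 2, 3, 4 and 5 h went from 6, 13, 21 and 313 to 3, 5, 13 and 168, and lower at 3 and 5 h from 5 and 19 to 11 and 29. UBI4 at 3 h went from 0.34 to 0.083 (adjusted p = 0.65). Reversed in sign were HXT1 (-0.041) and MRT4 (-0.053) averaged over the hours and MUP1 (-0.078) at 5 h, none of them past the test. Also reversed was RPL40B at 5 h, from 0.0046 and no call to -0.31 (adjusted p = 7.6e-04 from limma). Of genes named, 166 of 181 kept their call, 9 were weaker, 2 stronger and 4 reversed.

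Spike-in scaling raised most genes with Myr. Genes higher at 1 to 6 h became 310, 5657, 5669, 5439, 5246 and 2420, and genes lower 42, 9, 11, 15, 37 and 48. At 0 h 26 were higher and 3 lower. The Drug sector had 1651 higher and 0 lower in limma (at unadjusted p of 0.01), genes with an interaction were 895, genes with a time effect alone 123, and genes at or under 1e-16 in all 3 terms 0. Interaction genes higher at 1, 2, 3, 4 and 6 h became 32, 517, 636, 225 and 171, and lower at 2 h 1. RPS31, RPL40A and RPL40B had 11 calls higher and 0 lower. Reversed in sign by limma were UBI4 at 2 h (0.80, adjusted p = 1.9e-04, not called before) and RPS31 at 3 h (0.56) and 5 h (0.17, adjusted p = 0.29). So was the position of cytosolic ribosomal proteins by camera at 2 h (adjusted p = 0.67) and 3 h (adjusted p = 0.58). Of genes named, 161 of 181 kept their call, 15 were weaker, 2 stronger and 3 reversed.

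By the two-way test on TPM interaction genes higher at 2 h were 3, genes higher at 3 h 1521, and genes lower at 0, 2, 3 and 4 h 546, 71, 88 and 28. When each hour was fitted on its own, with fewer libraries to estimate the spread, genes higher at 2, 3, 4 and 6 h were 2375, 330, 41 and 1808 and genes lower at 3, 4 and 6 h 60, 16 and 329. At 0 h 0 were higher and 0 lower by limma (927 at an unadjusted p under 0.05). UBI4 was then not called at 3 h (0.34, adjusted p = 0.058) or 4 h (0.56, adjusted p = 0.13).

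With the coding-length trend removed, the drug effect was found for 2703 genes and the interaction for 2169, and the Drug sector had 54 higher and 115 lower. Genes higher at 0, 1, 2, 3 and 5 h were 775, 508, 389, 250 and 1447, and genes lower at 0, 1, 2, 4, 5 and 6 h 875, 347, 350, 292, 1325 and 753. Interaction genes higher at 2, 3 and 5 h were 3, 7 and 166, and lower at 3 h 10. UBI4 at 3 h was at 0.065 (adjusted p = 0.75). Reversed in sign were HXT1 (-0.075) and MRT4 (-0.028) averaged over the hours and MUP1 (-0.11) and VPS9 (-0.024) at 5 h. So were cytosolic ribosomal proteins by camera at 2 h (adjusted p = 0.091) and 3 h (adjusted p = 0.27). Of these only HXT1 passed its test (unadjusted p = 0.0080 from limma). Without the 4 libraries rich in RPL41A, where fewer libraries are tested, the interaction was found for 2233 genes, and the Drug sector had 143 higher and 33 lower. Genes higher at 0, 1, 2, 3, 4 and 6 h were 872, 326, 2626, 80, 179 and 1985, genes lower 402, 341, 284, 31, 86 and 322, and interaction genes higher at 2 h 10. UBI4 at 3 h was at 0.27 (adjusted p = 0.24). With the column letter as a block the Drug sector had 177 higher and 32 lower. These settings kept the call of 164 of 181, 167 of 181 and 169 of 173 genes named.

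With no minimum R, 1355 interaction genes had a template in both treatments, and 3 pairs of patterns held more than 100 genes. That was also 3 with templates on TPM, and 3 with the two-way test on TPM as well. After median centring 1288 of 2080 interaction genes had a template in both treatments, 2 pairs held more than 100 genes, and T01b held 248 genes, T10b 384, T&D01b 96 and T&D10a 146. Of template and pair counts, 51 of 68 stayed within 1.5 times on TPM, 35 of 68 with no minimum R and 26 of 68 after median centring. With an estimated correlation, camera called 10 pairs of a list and an hour in place of 97. Of 264 camera tests, 177 kept their call with an estimated correlation, 241 median-centred, 244 with spike-in scaling and 227 with the coding-length trend removed. Of 728 counts of list members, 347 stayed within 1.5 times median-centred, 388 with spike-in scaling, 326 with the trend removed and 482 without the libraries rich in RPL41A. The spike-ins of at least 10 TPM had ratios from -2.46 to 0.69 in place of -2.52 to 0.81.

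Leaving out single libraries, where fewer libraries are tested, gave these lowest and highest values. Genes higher ranged at 0 h from 184 (vehicle 0 h B) to 873 (vehicle 0 h D), at 1 h from 89 (vehicle 1 h B) to 212, at 2 h from 106 (Myr 2 h C) to 2159 (vehicle 4 h B), at 3 h from 166 (vehicle 3 h B) to 3617 (vehicle 3 h D), at 4 h from 131 (vehicle 4 h B) to 1108 (vehicle 4 h D), at 5 h from 2068 (vehicle 5 h A) to 3596 and at 6 h from 779 (vehicle 6 h A) to 1611. Genes lower ranged at 0 h from 97 (vehicle 0 h B) to 295, at 2 h from 32 (Myr 2 h C) to 250 (vehicle 4 h B), at 3 h from 18 (vehicle 3 h B) to 229 and at 4 h from 22 (Myr 4 h C) to 123 (vehicle 4 h D). Interaction genes ranged from 1163 to 2410 (vehicle 4 h B), Drug sector genes higher from 185 (vehicle 4 h B) to 498, T&D10a from 442 (vehicle 4 h B) to 924, interaction genes with a template in both treatments from 702 to 1330 (vehicle 4 h B), and pairs of patterns with more than 100 genes from 1 to 2 (vehicle 4 h B). Genes at or under 1e-16 in all 3 terms ranged from 6 (Myr 5 h C) to 12.

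At any fold, interaction genes higher at 1 to 6 h (216, 424, 846, 566, 1084 and 805) were 334, 1181, 1769, 303, 1960 and 1280 without vehicle 4 h B. Past 2-fold, hourly counts moved by more than 1.5 times at 1, 2 and 3 h. Higher genes were 4 to 13 at 1 h (10 with all libraries), with 4 without vehicle 1 h B and 6 without Myr 1 h A, and 2 to 15 at 2 h (6 with all), with 15 without vehicle 2 h A, 2 without vehicle 2 h D, 10 without vehicle 5 h A and 3 without Myr 2 h C. Lower genes were 5 to 9 at 3 h (5 with all), with 9 without Myr 3 h A. UBI4 at 3 h ranged from 0.27 to 0.40 and was not called without vehicle 3 h A (0.27, adjusted p = 0.062). RPS31, RPL40A and RPL40B had 0 to 1 calls higher (1 without vehicle 5 h B) and 1 to 4 lower, with 1 without vehicle 3 h A or B, vehicle 5 h A or Myr 3 h A or B and 4 without vehicle 4 h B. For ribosomal RNA genes at 1 h the adjusted p of camera was 0.57 with all libraries and ranged from 0.0061 (without Myr 1 h A) to 0.85, and without Myr 1 h C the list reversed direction (adjusted p = 0.028).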

Differences from the paper's values

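Templates and the two-way test both on TPM, templates after median centring, and leaving out single libraries, were chosen after the data were seen. The template settings fixed before the data were examined were templates on TPM and no minimum R. The paper's methods require an R above 0.85, as here, so no minimum R departs from them. The sets of genes also differ: the paper kept genes with a unique annotation and enough signal, and 5983 genes of at least 1 TPM were tested here. The paper also reports a template for a larger share of its differentially expressed genes. Here it was 79.6% of those with a time effect and no interaction.

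The number of patterns of interaction genes with more than 100 genes is 5 in the paper and 1 here. It was 3 with templates on TPM and 3 with no minimum R, so neither planned setting comes within 1.5 times, nor does the setting with templates and the two-way test both on TPM (3), templates after median centring (2) or leaving out any single library (1 to 2).

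Single pairs of patterns in Fig. 2A, whose paper values were read by eye, differ as follows. I01b(01b) has about 78 higher genes in the paper's figure and 30 here, a difference closed with no minimum R (59) and not with templates on TPM (50). Its lower genes are about 48 in Fig. 2A and 20 here, which neither templates on TPM (29) nor no minimum R (31) closes. I01b(04a) has about 89 higher genes in Fig. 2A and 18 here, closed with no minimum R (88) and not with templates on TPM (23), and about 12 lower genes in Fig. 2A and 5 here, closed with templates on TPM (8) and with no minimum R (15).

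I05a(04a) has about 230 higher genes in Fig. 2A and 83 here, closed with templates on TPM (163) and not with no minimum R (141), and about 6 lower genes in Fig. 2A and 2 here, closed with neither (2 and 2). I10a(04a) has about 120 higher genes in Fig. 2A and 36 here, closed with templates on TPM (101) and not with no minimum R (37), and about 0 lower genes in Fig. 2A and 1 here, closed with templates on TPM (0) and not with no minimum R (1). With templates and the two-way test both on TPM, chosen after the values were seen, the differences of I05a(04a) (207 higher and 5 lower), I10a(04a) (133 and 0), the lower genes of I01b(01b) (38) and the lower genes of I01b(04a) (9) are closed, and those of the higher genes of I01b(01b) (43) and I01b(04a) (24) are not. Templates after median centring, also chosen after, close the lower genes of I01b(01b) (36), and not its higher genes (33) or those of I01b(04a) (4 and 6), I05a(04a) (41 and 2) or I10a(04a) (40 and 4). Leaving out single libraries, also chosen after, closes the higher genes of I01b(01b) without the vehicle 4 h library B (71) and the lower genes of I10a(04a) without the vehicle 1 h library A, among others (0).

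Of the main patterns in Fig. 1C, read by eye, 4 differ. T&D06a(↑) has about 63 genes in the paper's figure and 19 here, closed with no minimum R (56) and not with templates on TPM (28). T&D10b(↑) has about 66 in Fig. 1C and 218 here, closed with templates on TPM (75) and not with no minimum R (221). T01b(↔) has about 270 in Fig. 1C and 163 here, closed with templates on TPM (210), with no minimum R (210) and, chosen after, without the Myr 2 h library C (194). T10b(↔) has about 45 in Fig. 1C and 79 here, closed with templates on TPM (53) and, chosen after, without the vehicle 4 h library D (63), and not with no minimum R (81). Templates after median centring, chosen after, close T01b(↔) (248), and not T&D06a(↑) (8), T&D10b(↑) (127) or T10b(↔) (384).

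VPS9 at 5 h has a log2 fold change of 0.623 in the paper's Supplementary Table 1, where the ratio of its mean TPM gives 0.336. The gene was chosen after its values were seen: of 3360 fold changes of that table at hand, it is the 1 that does not equal the log2 ratio of mean TPM. No planned setting closes the difference (0.336 with a pseudocount of 0.1 and on TPM, 0.239 with a pseudocount of 10, 0.01 median-centred, 0.82 with spike-in scaling, and 0.324 with no filter, a mean of at least 10 TPM, no variance trend or each hour on its own), nor does leaving out single libraries (0.231 to 0.391). The column of the same table headed pLSD runs from -2.03 to 7.92, with 983 of 3360 values under 0 or above 1, which a p cannot hold, and was not used here.

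The genes drawn in the heatmaps of Figs. 1D and 2B are placed in the sector drawn for 5 of 5 of the Drug sector, 34 of 39 with time and drug effects, 24 of 25 with an interaction and 8 of 15 with a time effect alone. Of the last, FUI1, PRM7, KAR2, UTP23 and YEH1 had an interaction here and HXT1 and MRT4 a drug effect, averaged over the hours at 0.13 and 0.12 on the log2 scale. PCL5, RGI1, GIS2 and PYC1, drawn with time and drug effects, had an interaction, and RPL2A no time effect. PRM6, drawn with an interaction, had a mean under 1 TPM and was not tested, and with no filter it had one. Of the other 24 drawn with an interaction, 17 came closest to the pair of patterns drawn in Fig. 2B. GPP2, SPI1, ARI1, OPI3, GPD1, MRP8 and UIP3 came closest to another pair. The two-way test on TPM, planned, places 15 of 15, 39 of 39, 5 of 5 and 24 of 25 in the sector drawn. Spike-in scaling also places RGI1, GIS2 and RPL2A there, median centring RGI1 and an adjusted p under 0.05 RPL2A. But each of these settings moved other drawn genes out of their sector. In the order Drug, time alone, time and drug, and interaction, spike-in scaling placed 2, 0, 28 and 21 genes in the sector drawn. Median centring placed 1, 2, 20 and 24, and an adjusted p under 0.05 placed 3, 7, 35 and 24.

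The paper takes UBI4 from the genes with the smallest p it reports in all 3 terms, 1e-16. With limma UBI4 is at or under that value for time and drug and not for the interaction, where its value before adjustment is 9.33e-16. It is so in all 3 terms by the two-way test on TPM, and not with a pseudocount of 0.1 or 10, no filter, a mean of at least 10 TPM, median centring, spike-in scaling or no variance trend.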

Other observations

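The lists below were fixed from the start and the hours at which each is described were chosen after the values were seen, as were the counts without single libraries. Counts are of genes past the test of Myr against vehicle at that hour by limma, and the median log2 fold change over all genes was 0.01 at 1 h, 0.31 at 5 h and 0.15 at 6 h.

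One hour after dilution, genes of antioxidant defence were lower in Myr-treated cells. Of 18 antioxidant genes 0 were higher and 12 lower at 1 h (12 when adjusted over the list alone, 12 after median centring, 6 after spike-in scaling), with a median of -0.72 (adjusted p = 5.0e-27, and adjusted p = 6.9e-04 with an estimated correlation). The Myr 1 h library C stands apart, with ribosomal RNA at 0.590% of its TPM beside 0.0667% and 0.0828% in its replicates, and without it 0 were higher and 12 lower. OYE3, an NADPH dehydrogenase gene, went from 35.7 ± 7.52 to 2.11 ± 0.434 TPM (SD, n = 3), a log2 fold change of -3.55 (SE 0.16, lower in 3 of 3 Myr libraries). ATR1, for a multidrug transporter, was at -2.41 (SE 0.10), TRX2, for a thioredoxin, at -2.15 (SE 0.18) and GTT2, for a glutathione transferase, at -1.97 (SE 0.14). Outside the list, FRM2 was at -4.27 (SE 0.20) and YNL134C at -4.40 (SE 0.14). At 2 h 0 of the 18 were higher and 6 lower, but 13 higher and 0 lower after spike-in scaling (adjusted p = 5.9e-10, and adjusted p = 0.057 with an estimated correlation). At 5 h 11 of the 18 were higher and 1 lower (11 and 1 when adjusted over the list alone, 6 and 2 after median centring), and at 6 h 7 and 0 (7 and 0, 7 and 0). PDR5, for another multidrug transporter, was higher with Myr, at 1.77 (SE 0.15) at 2 h, 2.15 at 3 h and 2.43 at 4 h.

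Later, most genes of the zinc regulon at 6 h and of the phosphate regulon at 4 h were lower with Myr, while several lipid genes were higher. Iron regulon genes went both ways over the hours. Of 8 genes of the zinc regulon 1 was higher and 6 lower at 6 h (1 and 6 when adjusted over the list alone and after median centring, 1 and 5 after spike-in scaling), with a median of -1.03 (adjusted p = 6.6e-13, and adjusted p = 0.024 with an estimated correlation). ZRT1, the high-affinity zinc transporter gene, went from 1650 ± 129 to 63.9 ± 23.4 TPM (SD, n = 3), a log2 fold change of -4.73 (SE 0.20, lower in 3 of 3 Myr libraries), and ZAP1, for the activator of zinc genes, was at -1.38 (SE 0.14). Of 18 iron regulon genes 1 was higher and 8 lower at 6 h (2 and 8 when adjusted over the list alone, 1 and 11 after median centring, 2 and 5 after spike-in scaling, 2 and 8 without the vehicle 6 h library C or the Myr 6 h library B), with a median of -0.22 (adjusted p = 1.6e-11, and adjusted p = 0.19 with an estimated correlation). SIT1, for a siderophore transporter, was at -1.95 (SE 0.14), FET3, for the oxidase of iron uptake, at -1.78 (SE 0.16) and FTR1, for its permease, at -1.37 (SE 0.11). The iron list went the other way at 2 h, with 8 higher and 0 lower (12 higher when adjusted over the list alone, 5 after median centring, 18 after spike-in scaling, 4 and 5 without the vehicle 2 h library D and the Myr 2 h library C), had 8 higher and 4 lower at 5 h (8 and 4 when adjusted over the list alone, 3 and 7 after median centring), and averaged over the hours had 4 and 4 (4 and 4 when adjusted over the list alone, 1 and 8 after median centring). Of 12 phosphate genes 0 were higher and 8 lower at 4 h (10 lower when adjusted over the list alone, 11 after median centring, 2 higher and 7 lower after spike-in scaling), with a median of -1.14 (adjusted p = 7.1e-47, and adjusted p = 5.9e-05 with an estimated correlation). Of 18 genes of inositol and phospholipid synthesis 16 were higher and 0 lower at 5 h (17 higher when adjusted over the list alone, 8 after median centring, 18 after spike-in scaling), with a median of 0.46 (adjusted p = 4.4e-04, and adjusted p = 0.84 with an estimated correlation): INO1 was at 4.07 (SE 0.15), OPI3 at 1.69 (SE 0.09) and ITR1 at 1.01 (SE 0.09). Of 31 genes of sphingolipid synthesis and turnover, the pathway Myr inhibits, 17 were higher and 1 lower at 5 h (18 and 1 when adjusted over the list alone, 9 and 10 after median centring, 29 and 0 after spike-in scaling, 13 and 0 without the vehicle 5 h library A, 16 and 0 without the Myr 5 h library C), with a median of 0.31 (adjusted p = 0.45). SUR1 and IPT1, for enzymes of complex sphingolipids, were at 1.56 (SE 0.11) and 1.08 (SE 0.10), and ORM2, for a regulator of the first step, at 1.51 (SE 0.11).

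Most genes of the tricarboxylic acid cycle, glucose repression and the respiratory chain were higher with Myr at the hour given. The counts fell after median centring. At 5 h 11 of 14 tricarboxylic acid cycle genes were higher and 0 lower (11 when adjusted over the list alone, 9 and 1 after median centring, 13 and 0 after spike-in scaling, 9 and 1 without the vehicle 5 h library A), with a median of 0.70 (adjusted p = 0.059), and 12 of 18 glucose-repressed genes were higher and 0 lower (13, 10 and 18 higher in the same order), with a median of 0.64 (adjusted p = 6.0e-04, and adjusted p = 0.78 with an estimated correlation). At 6 h 23 of 30 genes of the respiratory chain and ATP synthase were higher and 0 lower (26, 17 and 28 higher), with a median of 0.45 (adjusted p = 4.1e-06, and adjusted p = 0.48 with an estimated correlation), among them ATP3 at 0.61 (SE 0.11) and RIP1 at 0.59 (SE 0.12). HXT7, a hexose transporter gene, was at 1.87 (SE 0.16) at 4 h.

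Genes expressed as cells separate and markers of the mating type stood higher in the Myr libraries at 1 h. The former already did at 0 h, as cells were diluted, with a median of 0.82 beside 0.54 at 1 h. Their difference at 1 h can therefore not be put down to the drug. Of 11 M/G1 genes 8 were higher and 0 lower at 1 h (10 higher when adjusted over the list alone, 11 after median centring, 9 after spike-in scaling, 7 without the Myr 1 h library C), with a median of 0.54 (adjusted p = 3.4e-13, and adjusted p = 0.22 with an estimated correlation), such as CTS1, for a chitinase of cell separation, at 0.98 (SE 0.12) and DSE2 at 0.88 (SE 0.13). Of 6 MATa-specific genes 6 were higher at 1 h, as they were when adjusted over the list alone, after either scaling and without the Myr 1 h library C, with a median of 0.61 (adjusted p = 6.7e-14, and adjusted p = 0.0091 with an estimated correlation), such as AGA2 at 1.22 (SE 0.15) and BAR1 at 0.97 (SE 0.09). At 6 h the M/G1 genes had 0 higher and 5 lower (8 lower when adjusted over the list alone and after median centring, but 1 and 0 after spike-in scaling), and the MATa-specific genes 0 and 3 (3 lower when adjusted over the list alone, 4 after median centring, 0 after spike-in scaling). Of 20 G1/S genes 3 were higher and 0 lower at 1 h (7 higher when adjusted over the list alone, 12 after median centring, 7 after spike-in scaling), with a median of 0.30 (adjusted p = 3.9e-06, and adjusted p = 0.84 with an estimated correlation), 1 without the vehicle 1 h libraries A or B or the Myr 1 h libraries A or B, and 6 without the vehicle or the Myr 1 h library C. At 0 h 10 M/G1 genes were higher (10 when adjusted over the list alone and after median centring), with a median of 0.82 (adjusted p = 7.9e-15, and adjusted p = 0.21 with an estimated correlation), but DSE4, at 1.39 (SE 0.13), and SCW11, at 1.25 (SE 0.14), were not called when 0 h was fitted on its own (adjusted p = 0.071 for each). Also at 0 h 10 G1/S genes were lower (15 when adjusted over the list alone, 19 after median centring, 16 and 5 without the vehicle 0 h libraries A and B), with a median of -0.48 (adjusted p = 2.6e-14, and adjusted p = 0.45 with an estimated correlation). Of 11 G2/M genes 8 were higher and 0 lower at 2 h (8 and 0 when adjusted over the list alone, 8 and 1 after median centring, 11 and 0 after spike-in scaling), with a median of 0.45 (adjusted p = 0.0096, and adjusted p = 0.94 with an estimated correlation), with 4, 3, 5, 5 and 1 higher without the vehicle 2 h libraries C and D and the Myr 2 h libraries A, B and C. Of 8 histone genes 0 were higher and 2 lower at 5 h (2 lower when adjusted over the list alone, 8 after median centring, but 3 higher and 0 lower after spike-in scaling), with a median of -0.16 (adjusted p = 7.9e-05, and adjusted p = 0.59 with an estimated correlation), and 1 was lower without the vehicle 5 h library B or the Myr 5 h libraries B or C.

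The other lists are given for 5 h, as genes higher and lower, then when adjusted over the list alone, after median centring and after spike-in scaling. Glycolysis had 4 and 0 of 16 (4 and 0, 4 and 0, 16 and 0), ergosterol synthesis 11 and 2 of 24 (11 and 2, 7 and 8, 20 and 0), chaperones 10 and 0 of 15 (10 and 0, 4 and 0, 15 and 0; 5 and 0 without the vehicle 5 h library A), the unfolded protein response 5 and 0 of 14 (5 and 0, 2 and 6, 14 and 0), the COS family 10 and 0 of 11 (10 and 0, 8 and 0, 10 and 0), arginine synthesis 6 and 0 of 9 (6 and 0, 3 and 2, 9 and 0), lysine synthesis 4 and 0 of 9 (4 and 0, 0 and 4, 9 and 0; 1 and 0 without the vehicle 5 h library A or the Myr 5 h library C) and histidine synthesis 1 and 1 of 6 (1 and 1, 0 and 4, 4 and 0; 1 and 2, 2 and 1, and 1 and 0 without the vehicle 5 h libraries A, B and C). Ubiquitin-coding genes had 1 and 1 of 4 (1 and 1, 1 and 2, 3 and 0; 1 and 0 and 2 and 1 without the vehicle 5 h libraries A and B), MATalpha-specific genes 3 and 0 of 4 (3 and 0, 2 and 0, 3 and 0) and the plasmid-borne markers 4 and 0 of 4 (4 and 0, 2 and 0, 4 and 0). At 6 h genes of cell wall integrity had 10 and 0 of 14 (10 and 0, 10 and 0, 12 and 0), with a median of 0.54 (adjusted p = 5.2e-05, and adjusted p = 0.76 with an estimated correlation) and genes of meiosis and sporulation 7 and 0 of 15 (7 and 0, 7 and 0, 7 and 0), with a median of 0.34 (adjusted p = 0.10). Of 14 ribosomal RNA genes 0 were higher and 0 lower at 5 h by limma (2 higher and 2 lower at an unadjusted p under 0.05), 0 and 0 when adjusted over the list alone, 0 and 2 after median centring, 2 and 0 after spike-in scaling and 0 and 2 without the Myr 5 h library C.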
